# Fibroblasts accelerate islet revascularization and improve long-term graft survival in a mouse model of subcutaneous islet transplantation

**DOI:** 10.1371/journal.pone.0180695

**Published:** 2017-07-03

**Authors:** Marcos Perez-Basterrechea, Manuel Martinez Esteban, Maria Alvarez-Viejo, Tania Fontanil, Santiago Cal, Marta Sanchez Pitiot, Jesus Otero, Alvaro Jesus Obaya

## Abstract

Pancreatic islet transplantation has been considered for many years a promising therapy for beta-cell replacement in patients with type-1 diabetes despite that long-term clinical results are not as satisfactory. This fact points to the necessity of designing strategies to improve and accelerate islets engraftment, paying special attention to events assuring their revascularization. Fibroblasts constitute a cell population that collaborates on tissue homeostasis, keeping the equilibrium between production and degradation of structural components as well as maintaining the required amount of survival factors. Our group has developed a model for subcutaneous islet transplantation using a plasma-based scaffold containing fibroblasts as accessory cells that allowed achieving glycemic control in diabetic mice. Transplanted tissue engraftment is critical during the first days after transplantation, thus we have gone in depth into the graft-supporting role of fibroblasts during the first ten days after islet transplantation. All mice transplanted with islets embedded in the plasma-based scaffold reversed hyperglycemia, although long-term glycemic control was maintained only in the group transplanted with the fibroblasts-containing scaffold. By gene expression analysis and histology examination during the first days we could conclude that these differences might be explained by overexpression of genes involved in vessel development as well as in β-cell regeneration that were detected when fibroblasts were present in the graft. Furthermore, fibroblasts presence correlated with a faster graft re-vascularization, a higher insulin-positive area and a lower cell death. Therefore, this work underlines the importance of fibroblasts as accessory cells in islet transplantation, and suggests its possible use in other graft-supporting strategies.

## Introduction

Pancreatic islet transplantation has been considered along the last two decades as a promising therapy for beta-cell replacement in patients with type-1 diabetes. This strategy reduce the risks associated to whole-pancreas transplantation and is specially indicated to those patients with unstable glycemic control, hypoglycemia unawareness and/or resistance to intensive insulin-based therapies [1]. Nevertheless, although most of islet recipients remained protected from recurrent hypoglycemia, less than 50% maintained insulin independence five years after islet transplantation [2, 3]. Thus, this long-term loss-of-function evidence the necessity of improving some aspects of islet transplantation, especially those addressing obstacles like engraftment and transplantation site [4].

In addition to a supporting matrix or scaffold, an optimal engraftment site requires access to adequate oxygen and nutrient supplies either from endogenous vasculature or from induced or intrinsic neovascularization [5]. During the first days after transplantation, when the islet graft is avascular, up to 60% of the islet mass can be lost [6]. Thus, graft revascularization plays a critical role in islet viability and function [7], as well as in restoration of the islet-extracellular matrix interactions [8]. Several sites have been proposed as alternative to intrahepatic islet transplantation. Among them, subcutaneous space stands out because of its accessibility and spaciousness, although its poor vascularization constitutes its main limitation [9]. Taking this in mind, improvement of angiogenesis becomes crucial for successful subcutaneous islet transplantation. Several attempts have been conducted, mainly focused on the use of different biomaterials as scaffolds, either alone or in combination with pro-angiogenic factors and, more recently, in combination with accessory cells with graft-supporting properties.

Fibroblasts are a heterogeneous mesenchymal-derived cell population with different characteristics depending on their tissue of origin [10]. These cells collaborate on extracellular matrix and connective tissue formation producing several molecules as metalloproteinases, collagen, fibronectins and proteoglicans [11], which provide support for organ structures, including blood vessels. Moreover, fibroblasts secrete per se or under hypoxic conditions several factors (VEGF, FGF, PDGF, HIF-1α), of which some are potent angiogenic factors [12].

Our group has developed a model for subcutaneous islet transplantation using a plasma-based scaffold containing fibroblasts as graft-supporting accessory cells that allowed long-term glycemic control in diabetic immune-deficient mice [13]. Moreover, combination of fibroblasts with immunomodulatory mesenchymal stem cells (MSCs) was also able to temporarily control blood glucose levels in immune-competent mice [14].

In the present work we have gone in depth using gene expression analysis and immunohistochemistry techniques into the graft-supporting role of fibroblasts in this subcutaneous islet transplantation model. Taking in mind that revascularization begins 2–4 days after transplantation and is mostly complete by 10–14 days [15], we focus our study on this period, when a fast and efficient islet revascularization results critical for an adequate engraftment and long-term function.

## Materials and methods

### Animals

Twelve-week-old male Wistar rats (Animal Facilities of University of Oviedo, Oviedo, Spain) were used as pancreatic islet donors. Six-week-old male Swiss nu/nu mice (Harlan Iberica, Barcelona, Spain) were used as immunodeficient recipients. Mice were rendered diabetic by a single intraperitoneal injection of 225 mg/kg body weight of streptozotocin (Sigma-Aldrich, Madrid, Spain). Diabetes was defined as non-fasting blood glucose (NFBG) levels higher than 450 mg/dL determined in two consecutive days. This study was carried out in strict accordance with the guidelines of the European Union (86/609/EU) and Spanish regulations (BOE 67/8509-12, 1988). Experimental protocols were approved by the Committee for Animal Care and Handling of the University of Oviedo (Permit number: 9-INV-2004). All surgery was performed under Isoflurane anesthesia (IsoFlo^®^, Abbott Laboratories, Abbott Park, IL) and animals were sacrificed using CO_2_. All efforts were made to minimize animal suffering and to reduce the number of animals used.

### Islet graft

#### Plasma

Blood was obtained from Wistar rats by venipuncture into 5-mL sodium citrate-coated sterile tubes (Vacutainer SST^™^ II Advance; Becton-Dickinson, Plymouth, United Kingdom) and centrifuged at 3000 rpm for 15 min. The plasma was collected and frozen until use.

#### Pancreatic islets

As previously described [16], Wistar rat pancreas was distended by an intraductal injection of collagenase type XI (Sigma-Aldrich). The pancreas was then harvested, incubated in a water bath at 37°C for 21 min, and the digested tissue washed in Hank’s balanced salt solution (HBSS, Sigma-Aldrich). Islets were separated by Dextran (Sigma-Aldrich) discontinuous density gradient centrifugation, washed in HBSS, and immediately prepared for transplant. Islet equivalents (IEQs), purity, and viability were calculated by examining dithizone-stained (Sigma-Aldrich) preparations.

#### Skin fibroblasts

As previously described [13], a full-thickness skin biopsy specimen (1 cm^2^) from the right flank of a nu/nu mice was obtained and grinded without previous dermis-epidermis separation. Then, the homogenate was subjected to enzyme digestion with 2 mg/mL collagenase (Sigma-Aldrich) at 37°C for 4 h and the digested tissue suspension was then filtered through a cell strainer (Becton Dickinson) and centrifuged at 1400 rpm for 10 min. The resultant pellet was suspended in Dulbecco’s modified Eagle’s medium (DMEM, Lonza, Basel, Switzerland) supplemented with 10% fetal calf serum (Gibco Invitrogen, Paisley, United Kingdom) and antibiotic-antimycotic solution (50 U/ml penicillin + 50 μg/ml streptomycin, Gibco Invitrogen). Cells were seeded in culture flasks and cultured at 37°C in a humidified atmosphere of 5% CO_2_. Fibroblasts were used after 4–5 passages.

#### Plasma-based scaffold containing islets (PSI)

Fresh pancreatic islets (3000 IEQs) were mixed with 2 mL of plasma alone (PSI) or containing 2 x 10^5^ skin fibroblasts (PSI-F). Then, 5 mg/mL of tranexamid acid (Amchafibrin, Fides-Ecofarm, Barcelona, Spain) was added and the final volume was adjusted to 4 mL with DMEM + 6.75 mM CaCl_2_. The mixture was finally allowed to solidify for 15–20 minutes at 37°C in a humidified atmosphere of 5% CO_2_.

#### Subcutaneous islet transplantation

Transplantation was performed in diabetic mice 7–10 days after STZ injection. The islet graft (PSI or PSI-F) was placed directly over the abdominal musculature after performing a skin incision. NFBG was monitored periodically after transplantation on whole blood samples obtained from the tail vein. Normoglycemia was defined as a NFBG level <200 mg/dL.

### Animal groups

The following groups were established:

Diabetic group (n = 8): Non-transplanted diabetic mice (7–10 days after streptozotocin injection).
Control group (n = 8): Non-transplanted healthy mice.
ISC (n = 8): Diabetic mice subcutaneously transplanted with islets alone.
PSI (n = 16): Diabetic mice subcutaneously transplanted with PSI.
PSI-F (n = 16): Diabetic mice subcutaneously transplanted with PSI-F.

### Intraperitoneal glucose tolerance tests (IPGTTs)

After an overnight fast, the animals received an intraperitoneal glucose bolus (2 g/Kg of body weight) as a 5% solution in Hanks’ Balanced Salt Solution (Lonza), and blood glucose was monitored at 0, 15, 30, 60, 90 and 120 min. To evaluate the response to IPGTTs, the “area under the curve” was calculated for each animal using the trapezoidal rule method [17].

### Subcutaneous islet graft gene expression study

Of each experimental group (PSI and PSI-F), two mice were sacrificed at days 1, 3, 7 and 10 after islet transplantation. Each subcutaneous islet graft was divided in halves: one half was used for total RNA extraction, while the other half was fixed in 4% formaldehyde for histological study.

Whole RNA was isolated using TRIzol (Invitrogen) and purified with the RNeasy Mini Kit (Qiagen). Concentration and quality of samples were determined using a NanoDrop 2000 (Thermoscientific, Wilmington, DE) at A260/A280. Those with the best quality were selected for hybridization with GeneChip^®^ Mouse Genome 430 2.0 array (Affymetrix), following the manufacturer’s instructions. Quality control of microarray data was performed using Affymetrix Expression Console. Data are expressed as base-2 exponents. Array data were deposited at the Gene Expression Omnibus with the accession number GSE84900. Bioinformatic analysis was performed using the Babelomics platform (http://www.babelomics.org).

### Histology

The histological study was performed in subcutaneous grafts of mice sacrificed at days 1, 3, 7, 10 and 90 days after transplantation. After a 24 h fixation in 4% formaldehyde, the specimens were dehydrated in a graded series of ethanol dilutions and finally embedded in paraffin. Sections of 4–6 μm thick were obtained using a microtome HM 350 S (Microm, Waldorf, Germany). Some sections were stained with hematoxylin and eosin (H&E). The presence of functional islets was confirmed by immunohistochemical insulin labelling. Briefly, paraffin sections were deparaffinized and rehydrated in EZ Prep, and placed in Reaction Buffer. The primary antibody (Ab) was polyclonal Guinea pig Anti-Insulin (Dako, Glostrup, Denmark). Sections were incubated at 37°C with primary Ab (1:60) for 1 h in Ab diluent. Some sections (those of 1, 3, 7 and 10 days after transplantation) were incubated with the secondary Ab OmniMap anti-Rb HRP and then, detected with ChromoMap DAB; while other sections (those of 90 days after transplantation) were incubated with a rabbit anti-guinea pig IgG alkaline phosphatase conjugated secondary Ab (Abcam, Cambridge, United Kingdom) and visualized using the alkaline phosphatase-chromogen kit (Fast Red^™^) Ab (Abcam) according to the manufacturer´s instructions. Contrast staining was performed with hematoxylin. The insulin-positive area (expressed in μm^2^) was determined in equivalent areas (6 fields per slide, n = 2 per group at 1, 3, 7 and 10 days or n = 8 per group at 90 days after transplantation). For the insulin-lectin double staining (90 days after transplantation), insulin was performed as previously indicated, although donkey anti-guinea pig Cy5 conjugated secondary Ab (Jackson Laboratories) was used. In addition, *Bandeiraea simplicifolia* FITC-conjugated lectin (Sigma Aldrich) was used to detect vessel, and then, mounted with VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratories, Burlington, Canada) to stain nuclei and examined with a laser scanning confocal microscope TCS-SP8X (Leica, Barcelona, Spain). For vessel counting, anti-CD31 polyclonal Ab (Abcam) was used. Sections were incubated at 37°C with primary Ab (1:50) for 32 min. The secondary Ab used was OmniMap anti-Rb HRP and detection was carried out with ChromoMap DAB. Contrast staining was performed with hematoxylin. Vessel number was determined by counting total CD-31 positive vessels observed on the matrix surrounding islets in equivalent areas (6 fields per slide, n = 2 per group at 1, 3, 7 and 10 days or n = 8 per group at 90 days after transplantation). On the other hand, the presence of apoptotic cells was determined by using CF^™^488A TUNEL Assay Apoptosis Detection Kit (Biotium, Hayward, Canada) according to the manufacturer´s instructions. Finally, sections were mounted with VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratories) to stain nuclei and examined with a laser scanning confocal microscope. TUNEL(+) cells per area (in mm^2^) was determined in equivalent areas (6 fields per slide, n = 2 per group at 1, 3, 7 and 10 days after transplantation) obtained with the laser scanning confocal microscope. Beta cell proliferation was determined by using a Guinea pig anti-insulin Ab (Abcam) and a rabbit anti-Ki67 Ab (Abcam). Sections were incubated with anti-insulin Ab (1:500) and anti-Ki67 Ab (1:500) for 48h at 4°C. Next, an Anti-rabbit Ig G (Alexa Fluor^®^ 647, Abcam) and an anti-Guinea Pig Ig G (Alexa Fluor^®^ 488, Abcam) were used at 1:1000 and 1:500 respectively. Finally, sections were mounted with VECTASHIELD Antifade Mounting Medium with DAPI (Vector Laboratories) to stain nuclei and examined with a laser scanning confocal microscope. Percentage of Ki67(+) Insulin(+) cells per total Insulin (+) cells were determined in equivalent areas (6 fields per slide, n = 2 per group at 1, 3, 7 and 10 days or n = 8 per group at 90 days after transplantation. All reagents, except where specified, were from Ventana Medical Systems (Roche group, Tucson, AZ).

### Statistical analysis

Results are expressed as mean ± SEM. The significance of differences between two independent groups was calculated using the unpaired Student’s *t*-test. For multiple comparisons, ANOVA tests were conducted followed by the Scheffé *post hoc* test to determine specific differences between groups. A p-value <0.05 was considered statistically significant.

## Results

### Fibroblasts improve long-term survival and function of subcutaneous islet grafts

Diabetic nude mice were transplanted subcutaneously with islets embedded into a plasma-based scaffold without cells (PSI) or with fibroblasts (PSI-F). In both groups, hyperglycemia was reversed in the first days after transplantation (Fig 1A). However, significant differences were observed: meanwhile PSI-F mice maintained normoglycemia along the 90 days follow-up, PSI mice showed a progressive deterioration of glycemic control which forced the sacrifice of some animals due to their critical condition (Fig 1B).

**Fig 1:**
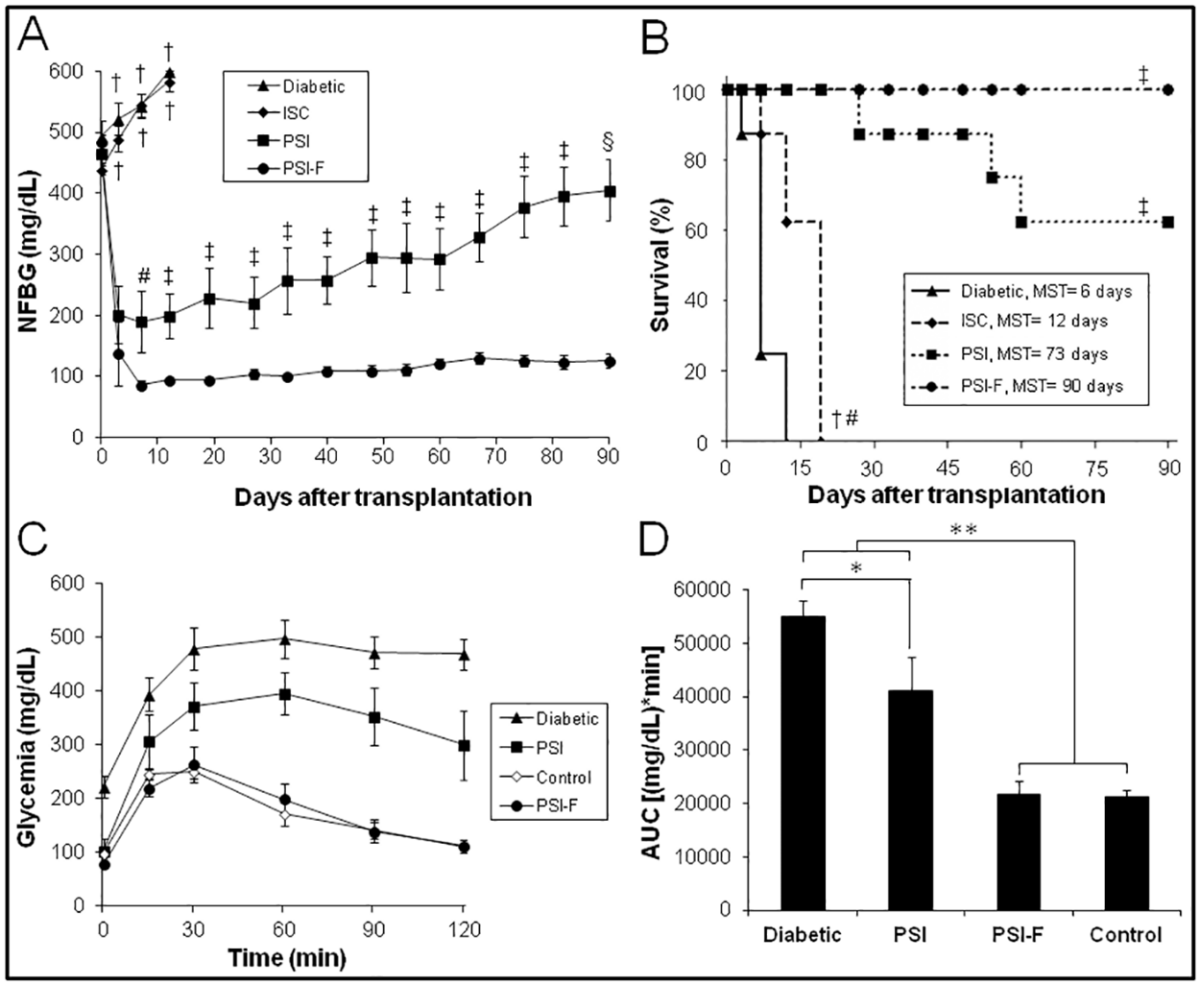
Subcutaneous transplantation of PSI in immunodeficient diabetic mice. (A) Follow up of NFBG in the following groups (n = 8 per group): (▲, Diabetic) non-transplanted diabetic mice; (♦, ISC) diabetic mice subcutaneously transplanted with free islets; (■, PSI) diabetic mice subcutaneously transplanted with PSI; (●, PSI-F) diabetic mice subcutaneously transplanted with PSI containing 2 x 10^5^ fibroblasts. ^†^p<0.001 vs. PSI and PSI-F; ^#^p<0.05 vs. PSI-F; ^‡^p<0.01 vs. PSI-F; ^§^p<0.001 vs. PSI-F. (B) Kaplan-Meier mice survival curve. Groups are the same as detailed in A (n = 8 per group). Mean survival time (MST) is indicated for each group. ^†^p<0.01 vs. Diabetic; ^#^p<0.001 vs. PSI and PSI-F; ^‡^p<0.001 vs. Diabetic. (C) Blood glucose responses to IPGTTs, 90 days after transplantation. Groups are the same as detailed in A, except for (◊, Control) non-transplanted healthy mice (n = 8 per group, except for PSI where n = 5). (D) Area under the curve (AUC) data obtained from IPGTTs. *p<0.05; **p<0.01.

On the other hand, when IPGTTs were performed at the end of the 90-days follow-up, clear differences were observed among groups (Fig 1C and 1D). While PSI-F mice showed a good glucose tolerance, similar to that of control mice, PSI mice were not able to reverse hyperglycemia after glucose bolus administration (Fig 1D, 21709±2522 vs. 41004±6341 (mg/dL)*min for PSI-F and PSI, respectively, p<0.01). Nevertheless, PSI mice showed a response significantly better than that showed by non-transplanted diabetic mice (Fig 1D, 41004±6341 vs. 54896±3084 (mg/dL)*min for PSI and Diabetic, respectively, p<0.05).

Regarding to the histological study performed on subcutaneous grafts on day 90 after transplantation, insulin-positive islets and vessels were observed in both PSI and PSI-F mice, although islets in presence of fibroblasts were bigger and showed a better morphology (Fig 2A). Moderate fibrosis was observed in both groups, with islets embedded by a new collagen-like matrix, which substituted the initial plasma-based scaffold. However, this matrix was more organized and vascularized in presence of fibroblasts (Fig 2B, 52±3 vs. 43±2 vessels/field for PSI-F and PSI, respectively, p<0.05), which correlated with the significantly higher insulin area observed in this group (Fig 2C, 8125±836 vs. 3335±917 μm^2^ for PSI-F and PSI, respectively, p<0.001). The increase in insulin area cannot be explained by an induction of beta-cell proliferation in the presence of fibroblasts since a double Ki67/insulin staining showed no differences between both groups (S1 Fig).

**Fig 2:**
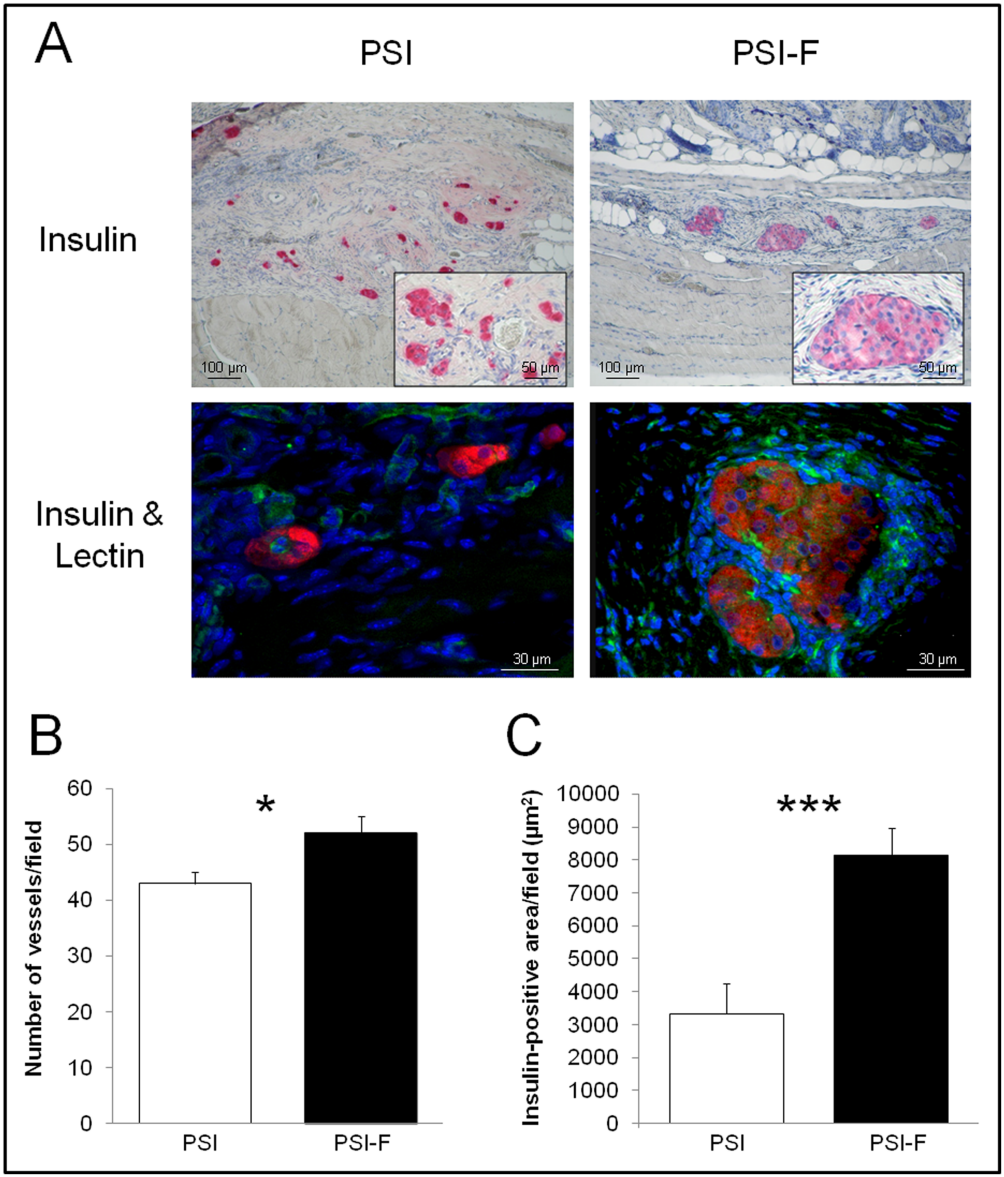
Histology of subcutaneous islet grafts 90 days after transplantation. (A) Insulin immunostaining and insulin/lectin immunofluorescence (insulin in red to detect beta cells and lectin in green to detect vessels) performed on both PSI and PSI-F grafts. (B) Quantification of vessels in the subcutaneous grafts after CD31 immunostaining. (C) Quantification of the insulin-positive area in the subcutaneous grafts. *p<0.05; ***p<0.001.

### Fibroblasts accelerate subcutaneous islet graft vascularization

Taking in mind the differences found between PSI and PSI-F groups 90 days after transplantation, and the critical influence of the phenomena occurred during the first days after transplantation over long-term results, we focused our study in this early period in order to look for differences among groups. PSI and PSI-F mice were sacrificed at day 1, 3, 7 and 10 after transplantation, and subcutaneous grafts were retrieved and processed both for histological and gene expression analysis.

The histological analysis of the grafts (Fig 3A) showed a faster revascularization in presence of fibroblasts (PSI-F), with a vessel number (Fig 3B) significantly higher at days 1 (3.5±0.3 vs. 13±1.4 vessels/field for PSI and PSI-F, respectively, p<0.001) and 3 (7.75±1.1 vs. 20.5±2.9 vessels/field for PSI and PSI-F, respectively, p<0.01) after transplantation, although these differences diminished afterwards. However, insulin staining began to be notorious on both groups at day 7, with no statistically significant differences between them (Fig 3A). As mentioned before, no significant differences were observed on beta cell proliferation among groups (S1 Fig). Since lack of vascularization during this early period after transplantation can induce cell death, a TUNEL assay was performed. The number of apoptotic cells per field (Fig 3C) was significantly higher in absence of fibroblasts (PSI) on days 7 (114±12 vs. 60±5 TUNEL(+) cells/area for PSI and PSI-F, respectively, p<0.01) and 10 (95±16 vs. 53±5 TUNEL(+) cells/area for PSI and PSI-F, respectively, p<0.05) after transplantation. A fibrotic process was observed in all samples, being the level of fibrosis higher in presence of fibroblasts (days 1 and 3, mild vs. moderate for PSI and PSI-F, respectively; days 7 and 10, moderate vs. severe for PSI and PSI-F, respectively). This fibrotic process seems to be in correlation with the absorption rate of plasma-based scaffold, which seemed to begin earlier in PSI-F mice, where a new-formed collagen-like matrix was observed at day 10 but not in absence of fibroblasts (Fig 3A).

**Fig 3:**
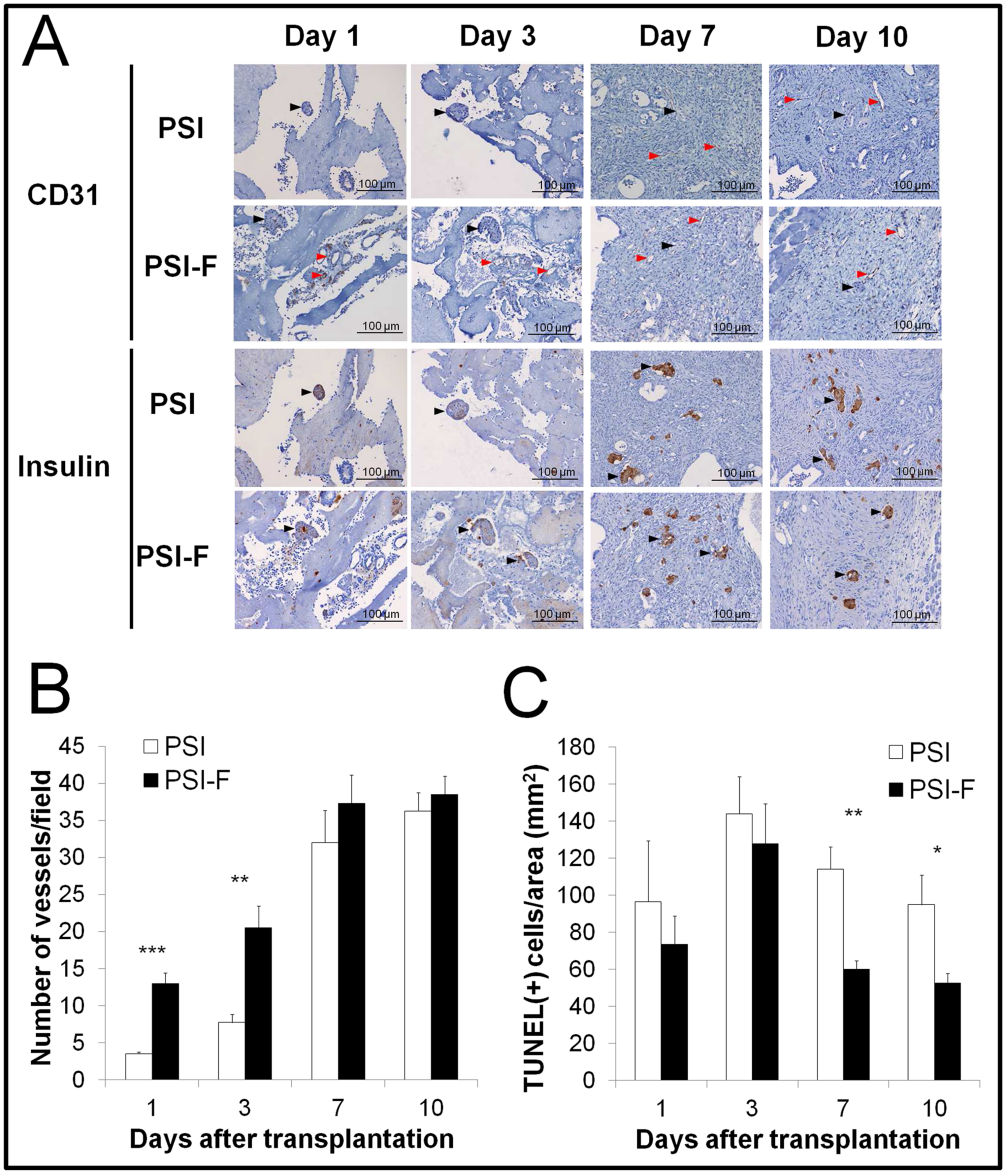
Histology of subcutaneous islet grafts along the first 10 days after transplantation. (A) Histological images of CD31 (to detect vessels) and insulin (to detect beta cells) immunostaining of PSI and PSI-F grafts at days 1, 3, 7 and 10 after transplantation (Black arrows point to islets and red arrows point to vessels). (B) Quantification of vessels in the subcutaneous grafts after CD31 immunostaining at days 1, 3, 7 and 10 after transplantation. (C) Quantification of apoptotic cells per area in PSI and PSI-F grafts at days 1, 3, 7 and 10 after transplantation. *p<0.05; **p<0.01; ***p<0.001.

### Fibroblasts exert their activity by inducing a higher expression of pro-angiogenic and pro-survival factors

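Gene expression was measured in subcutaneous biopsies of the non-transplanted Control and Diabetic groups (day 0) and in PSI and PSI-F grafts removed on days 1, 3, 7 and 10. A PSI graft held rat islets in the plasma-based scaffold, and a PSI-F graft also held mouse skin fibroblasts. The recipients were immunodeficient nu/nu (nude) mice. Ins2, an insulin gene, had a log2 level of 2.27 in Control and 3.13 in Diabetic, and between 7.70 and 10.60 in the 8 grafts. RNA was hybridized to 10 Affymetrix mouse genome arrays, with 1 array per condition. Whether an array held RNA of 1 mouse or of several is not given in the sources used here. The authors' deposited values are log2 expression levels per probe set, made by RMA (background correction, quantile normalization over probes and a summary per probe set). The median level of an array lay between 2.82 and 2.94. Of the 45101 probe sets, 34945 carry 1 gene symbol, 932 carry several and 9211 carry none, of which 51 are control probe sets. These and the other 13 control probe sets, listed with a gene, were left out. Each of 18193 genes was represented by its probe set with the highest mean level. Differences are given as PSI-F minus PSI on the log2 scale, where 2 stands for the paper's 4-fold threshold. Cell types and pathways were followed with fixed gene lists, and the median difference of a list was placed among those of 10000 random lists of the same size and mean expression. A shift of only 0.25 placed 99 of 100 simulated lists of 20 genes above nearly all random lists. For many of the lists, the number of members at least 2-fold apart is therefore also given. With 1 array per condition, a difference within a day has no replicate check and no p-value.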

In order to look for putative factors that might be important during islet engraftment and its posterior survival, we performed a gene expression profile of subcutaneous islet grafts. First, we compared profiles between groups with special attention to those differences shown when comparing PSI to PSI-F RNA profiles. In this sense, we started our analysis by looking at differences of 4-fold difference in gene expression (logFC2) within the day after islet transplantation and between samples from PSI-F and PSI (Fig 4).

**Fig 4:**
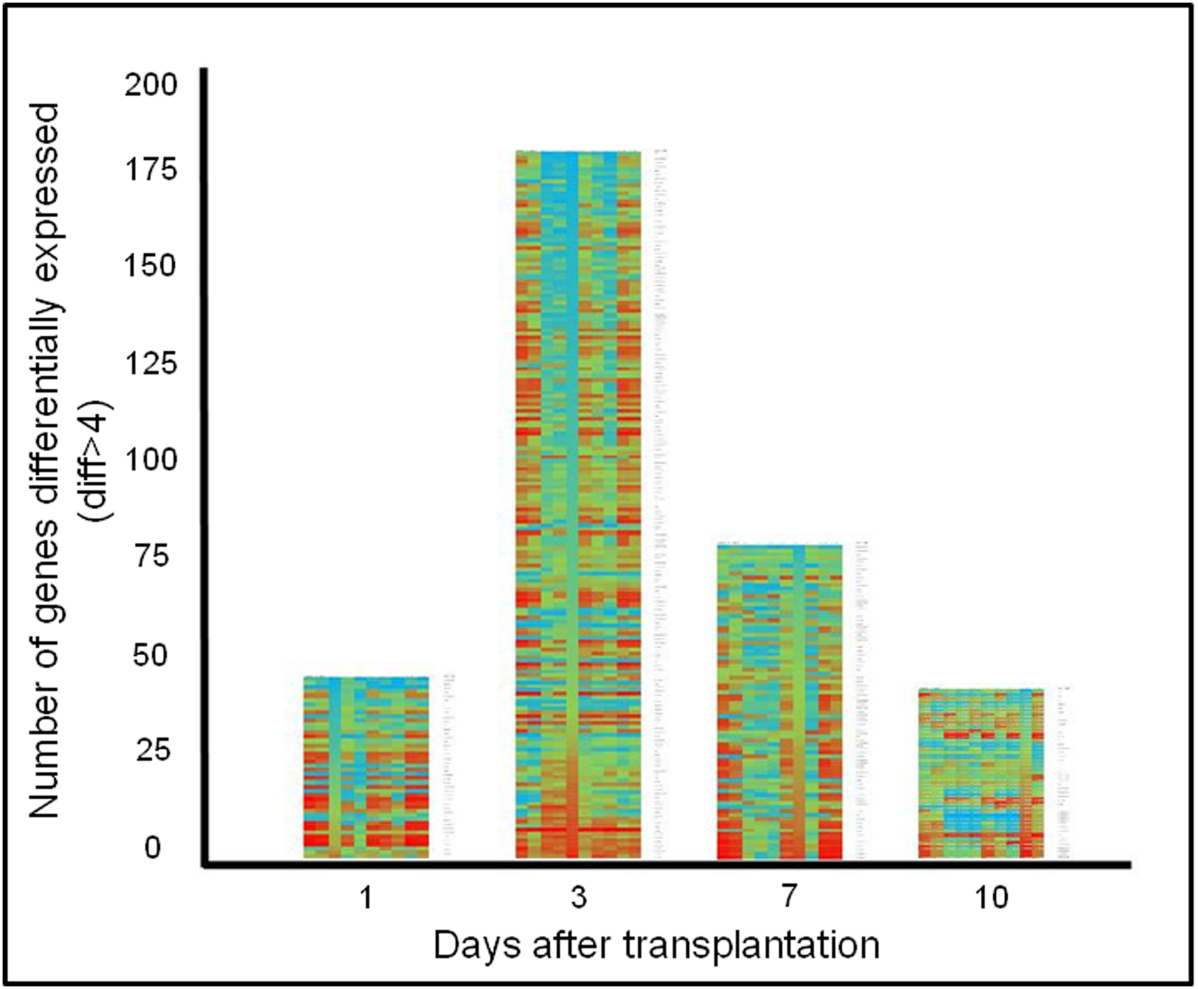
Genes differentially expressed in PSI group vs. PSI-F group. Heat map represents the relative expression levels of identified genes (logFC2 PSI vs. PSI-F) in each day as determined in a GeneChip Mouse Gene 2.0 Array analysis (being green the higher expression and red the lower). Right column indicates gene name. Additionally, in each day the heat map for any individual gene represents the variation of its expression during all the samples taken for our analysis (0, 1, 3, 7 and 10 days). Genes have been arranged from maximum to minimum fold expression differences in any given day after transplantation.

The maximum difference between both groups occurred at day 3 after islet transplantation, with 177 genes differentially expressed. 

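On day 3, genes of the growing hair follicle were lower in PSI-F than in PSI, and genes of neutrophils were higher. All 15 genes of the hair follicle list were at least 2-fold lower in PSI-F, with a median of -5.87, below that of all 10000 random lists. Among them, the hair keratins Krt33a and Krt35 both differed by -6.86, and the transcription factor Foxn1 by -2.94. Of 19 neutrophil genes, 11 were at least 2-fold higher in PSI-F and none was that much lower (median 1.29, above all random lists). Among them were Stfa2l1 at 4.12, the receptor gene Clec4e at 2.59 and the calprotectin subunit S100a9 at 2.27. The largest single difference upward was in Krt6b (4.69), a keratin of activated epidermis, with Sprr1b at 3.61 and Krt16 at 3.46, although the epidermis list as a whole had a median of only 0.12. Matrix remodelling genes were higher, 8 of 20 at least 2-fold (median 0.67), led by the collagenase Mmp13 at 2.56, whereas on day 10 their median was -0.25 with 3 of 20 at least 2-fold lower, Mmp13 at -2.26. Mast cell genes had a median of 0.96, with 4 of 11 at least 2-fold higher, such as the IgE receptor subunit Fcer1a at 1.76. Interferon response genes went the other way, with 11 of 24 at least 2-fold lower in PSI-F (median -0.96), among them Irf7 at -2.31. Genes of skeletal muscle had a median of -0.55, with 5 of 21 at least 2-fold lower. Those of muscle regeneration had a median of 0.88, with 4 of 9 at least 2-fold higher. In all, 177 probe sets of 147 genes were at least 4-fold apart, 49 higher and 128 lower in PSI-F. Hair genes accounted for 48 of them, all lower, and 129 were counted without the hair keratin genes, an alternative chosen after the data were seen. The hair follicle list had a median level of 8.83 in the PSI graft of this day and 2.94 in the PSI-F graft. Between the 2 arrays of non-transplanted tissue, Control and Diabetic, which also differ by streptozotocin, 538 probe sets were at least 4-fold apart. Such a number depends on the pair of arrays. From the PSI and PSI-F grafts of day 10, Control was apart in 171 and 140 probe sets and Diabetic in 617 and 586.

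**Figure D1:**
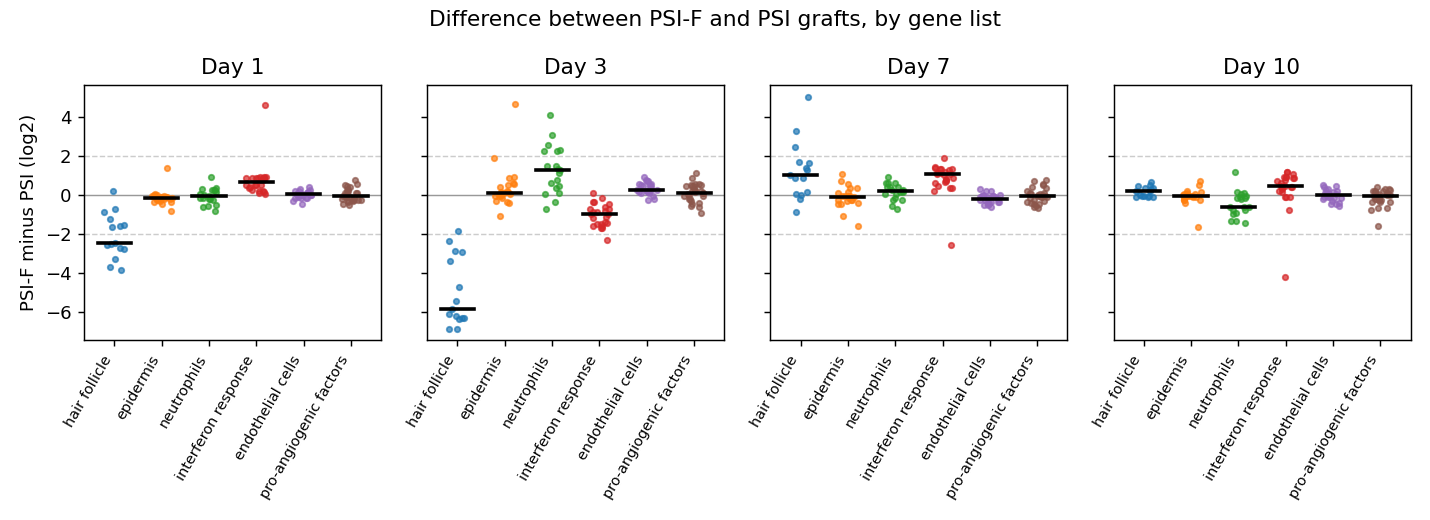
PSI-F minus PSI difference on the log2 scale (vertical axis) of every gene of 6 gene lists, in a panel for each day. Each point is a gene on 1 pair of arrays, the black bar is the median of the list and the dashed lines mark 4-fold. On day 3 the hair follicle genes lie below 0 and most neutrophil genes above it.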

Day 7 was the following day in terms of number of genes differentially expressed (78 genes), followed by day 1 (44 genes) and day 10 (39 genes). 

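On day 7, hair genes were higher in PSI-F than in PSI, as were genes of the interferon response and of erythroid cells and platelets. The hair follicle list had a median of 1.06 with 8 of 15 genes at least 2-fold higher, and the keratin-associated genes Krtap15 and Krtap8-1 were higher by 7.65 and 6.83. Of 24 interferon response genes, 13 were at least 2-fold higher (median 1.08), led by Ifi204 at 1.93, and 1 was lower, Xaf1 at -2.58. Among 10 genes of erythroid cells and platelets, 5 were at least 2-fold higher (median 0.93), with the platelet chemokine Ppbp at 3.60 and the beta-globin gene Hbb-b2 at 2.18. Of 9 muscle regeneration genes, 2 were at least 2-fold lower on day 7 and none was that much higher (median -0.31), led by the embryonic myosin Myh3 at -3.48, and the cardiac actin gene Actc1 differed by -4.07 on day 7 and by 2.63 on day 10. On day 1, 13 of 27 cell cycle genes were at least 2-fold lower in PSI-F (median -0.98, and -0.65 with the mean of all probe sets of a gene), among them the mitotic kinesins Kif11 at -1.65 and Kif20a at -1.47. The hair follicle list was also lower on this day, 12 of 15 at least 2-fold (median -2.44, and -1.51 with that mean), whereas Krtap8-1 and Krtap15 were higher by 4.25 and 2.84. Genes of T and NK cells had a median of 0.60 on day 1, with 4 of 16 at least 2-fold higher, such as granzyme B (Gzmb) at 2.24. The level of this list was 2.60 in PSI and 3.10 in PSI-F, near the array medians of 2.90 and 2.92. Differences there are less reliable, and the list does not part T cells from NK cells. On day 3 the median of this list was -0.32, with 3 of 16 genes at least 2-fold lower and 13 within 2-fold. On days 7 and 10 its medians were 0.51 and -0.17 (-0.10 on day 10 with the mean of all probe sets). On day 10, immediate early genes were lower in PSI-F, 5 of 14 at least 2-fold (median -0.81), with Fosb at -3.60 and Fos at -2.11, whereas on day 3 their median was 0.59. Adipocyte genes had medians of 0.21, -0.57, -0.41 and 0.63 on days 1, 3, 7 and 10. Of these 15 genes, 2 were at least 2-fold lower on day 3 and 1 was at least 2-fold higher on day 10. On day 1, the medians of mast cells and of erythroid cells and platelets were -0.42 and -0.54 (-0.25 and -0.27 with the mean of all probe sets). Day 7 had 78 probe sets at least 4-fold apart (56 higher in PSI-F), day 1 had 44 (14 higher) and day 10 had 39 (22 higher). Hair genes made up 25, 15 and 8 of these, and without the hair keratin genes the counts were 53, 29 and 31, of which 31, 10 and 14 were higher, so that most were then lower on day 10. At 2-fold, 287 probe sets were higher and 332 lower on day 7. Of the 45 probe sets past the threshold on both days 3 and 7, 25 of them of hair, 3 had the same direction. Days 1 and 3 shared 28, 19 with the same direction, days 1 and 7 shared 11 (6), days 3 and 10 shared 16 (4), days 7 and 10 shared 9 (6) and days 1 and 10 shared 2 (1).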

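Part of the inflammatory cytokine and chemokine genes was higher in PSI-F than in PSI on day 3 and lower on day 10. Of 22 inflammatory cytokine genes, 6 were at least 2-fold higher on day 3 (median 0.64), including Ptgs2, the inducible enzyme of prostaglandin synthesis, at 2.05 and oncostatin M (Osm) at 1.16. On day 10 the same list had a median of -0.21 with 2 genes at least 2-fold lower, Ptgs2 at -2.33 and Il6. Among 26 chemokine genes, 6 were at least 2-fold higher and 3 lower on day 3 (median 0.31). The neutrophil attractants Cxcl3, Cxcl2 and Cxcl5 were higher on day 3 by 3.20, 2.83 and 2.41, whereas the interferon-induced Cxcl9 differed by -2.25. On day 7, 8 chemokine genes were at least 2-fold higher and none was that much lower (median 0.49), with Cxcl11 at 3.62 and Cxcl10 at 2.28, and on day 10, 7 were lower and none higher (median -0.44), with Ccl2 at -1.73. Monocyte and macrophage genes had medians of 0.17, 0.24, 0.32 and -0.24 on days 1, 3, 7 and 10, and on day 3 the receptor Cd14 differed by 1.95. Genes of alternatively activated macrophages had a median of 0.20 on day 3, with 4 of 13 at least 2-fold higher. Genes of the transendothelial migration of leukocytes had a median of 0.58 on day 3, with 3 of 26 at least 2-fold higher, among them P-selectin (Selp) at 1.33. Among 24 islet endocrine genes, 1 was at least 2-fold apart on day 1, Sst at -1.20, none on days 3 and 7, and 1 on day 10, Ins2 at 1.70. Of 7 genes of the Reg family, 2 were at least 2-fold higher on day 3 (median 0.21) and none was at least 2-fold apart on any other day.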

When we analyzed these genes using bioinformatic tools available at www.babylomics.com we could not observe important affected pathways although important genes involved in inflammation, vascularization and islet regeneration and survival could be detected such as Interleukin-6 (IL-6), Interleukin-1beta (IL-1β), Chitinase-3 (Chi-3), Regenerating islet-derived 1 (REG-1) and Regenerating islet-derived 3 gamma (REG-3gamma) (Fig 5A). 

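Il6, Il1b, Chil3, Reg1 and Reg3g all had more than 4-fold higher levels in PSI-F than in PSI on day 3. The cytokine Il6 differed by 2.71 (6.53-fold), from 3.76 in PSI to 6.47 in PSI-F, and Il1b by 2.30 (4.93-fold). The chitinase-like gene Chil3 differed by 3.25 (9.55-fold) and the related Chil1 by 1.64. Reg1 differed by 3.25 (9.50-fold), with 1.55 in PSI and 4.80 in PSI-F, and Reg3g by 2.44 (5.42-fold), with 2.61 in PSI and 5.05 in PSI-F. Both Reg genes lay between 0.77 and 2.61 on the other 9 arrays, below the median level of an array and close to background, so the size of their folds is uncertain. On day 1, Il6 differed by -0.94 and Il1b by -0.75, and on day 10 by -1.80 and -0.76. Chil3 was at 8.60 and 8.86 in the PSI and PSI-F grafts of day 1 and at 5.67 and 8.93 on day 3. Chil1 differed by -1.68 on day 7. A difference shared by the 4 days was tested with limma on the 8 graft arrays with the day as a block, and none of 45037 probe sets had an adjusted p under 0.05 (smallest 0.751). An unadjusted p under 0.05 was reached by 2749 probe sets, and without the arrays of day 1, 2 probe sets had an adjusted p under 0.05.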

In all these genes, an overexpression in presence of fibroblasts could be observed at day 3.

**Fig 5:**
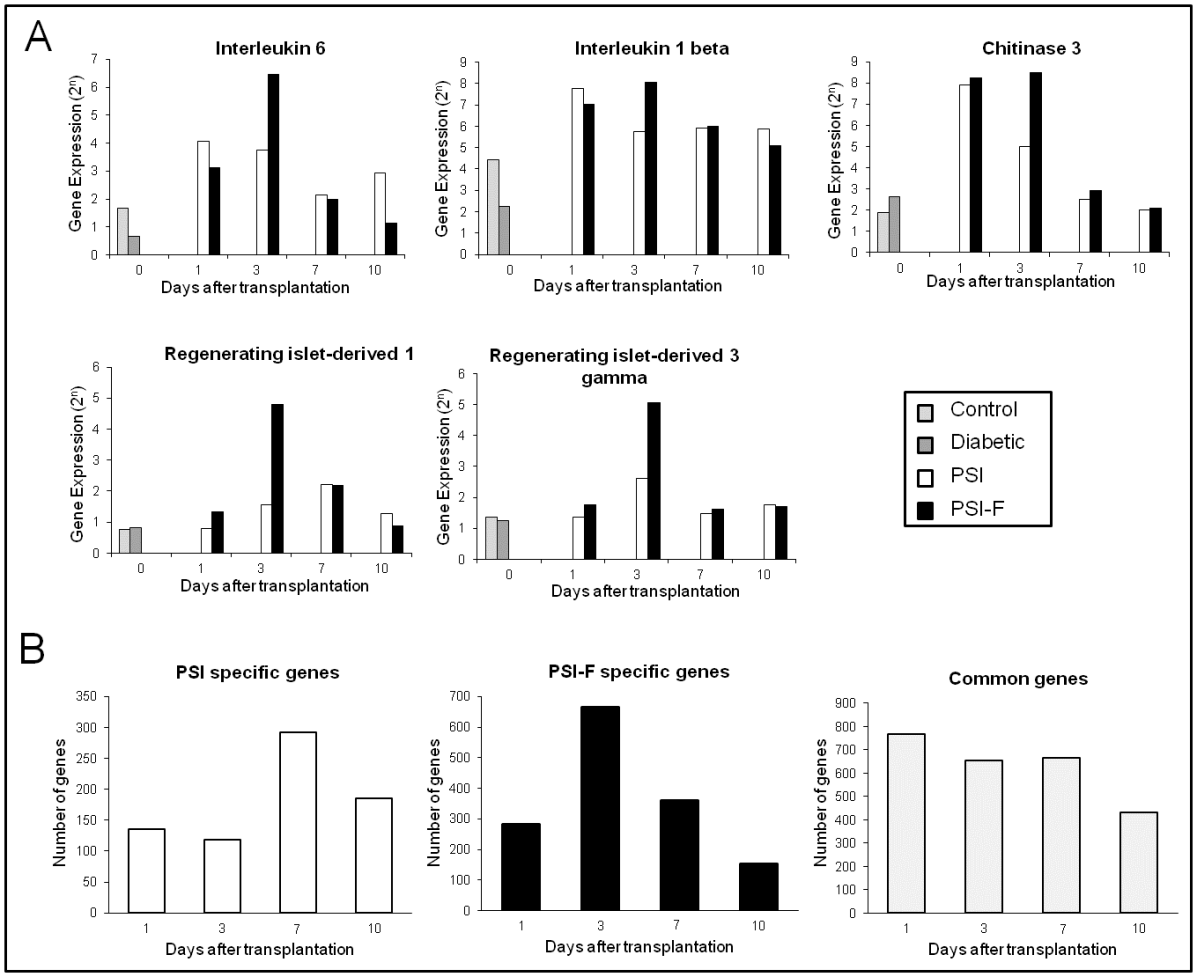
Genes expressed on the first ten days after transplantation on subcutaneous islet grafts. (A) Pattern of expression of Interleukin 6, Interleukin 1 beta, Chitinase 3, Regenerating islet-derived 1 and Regenerating islet-derived 3 gamma after transplantation. (B) Number of genes specifically expressed in PSI, PSI-F and commonly expressed in both groups when compared with Diabetic group.

Since all mice were diabetic before islet transplantation, we tried to analyze our array data with a different approach. In this sense we compared each transplanted group (PSI and PSI-F) with the Diabetic group. 

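The median levels of the macrophage, neutrophil, chemokine and matrix lists lay higher in the 8 grafts than in the Diabetic biopsy. The monocyte and macrophage list had a median level of 5.20 in Diabetic and of 6.22 to 7.53 in the 8 grafts. For neutrophils these values were 3.15 and 3.96 to 6.97, for chemokines 3.32 and 4.13 to 6.27, and for fibroblasts and matrix 7.54 and 8.12 to 9.95. Gene by gene, the neutrophil list differed by a median of only 0.45 between the grafts and both biopsies. With limma, none of its 19 genes had an adjusted p under 0.05, and 4 had when adjusted over the list alone. The hair follicle list had a level of 9.37 in Diabetic, 3.94 in PSI-F on day 1, and 9.65 and 9.61 in the PSI and PSI-F grafts of day 10. Each graft array was compared with the Diabetic array, and a probe set at least 4-fold apart in either direction was counted as specific when it passed in 1 kind of graft only, and as common when it passed in both in the same direction. With the control probe sets counted too, 11 of the 12 columns of the paper's S1–S4 Tables were compared with these sets and all shared every probe set, for example 281 of 281 PSI-F specific probe sets on day 1 and 433 of 433 common ones on day 10. Where the copy of these tables had lost its layout, the columns were told apart by the sizes the paper gives. Of 24 probe sets of the poly-A controls, which are added to the RNA before labelling, 12 were brighter on every array of days 7 and 10 than on any of days 0, 1 and 3, by 2.45 for a 5' probe set of thr, so comparisons of days 7 and 10 with Diabetic cross this difference.

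**Figure D2:**
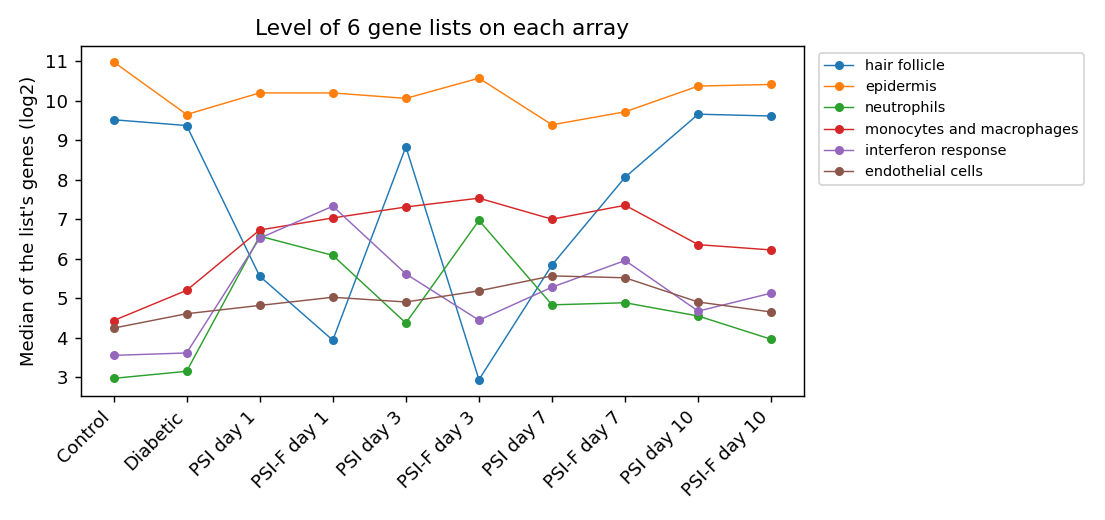
Median log2 level (vertical axis) of the genes of 6 lists on each of the 10 arrays (horizontal axis), 1 line per list. Lines join arrays for reading only. The macrophage line lies between 6.22 and 7.53 on the graft arrays, and the hair follicle line is lowest on the PSI-F array of day 3.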

Then, we compared the different expressed genes in search for genes specifically present in the PSI vs. Diabetic, those specifically present in the PSI-F vs. Diabetic, and those common to both groups (Fig 5B) (S1–S4 Tables). In this type of analysis we could also observe that in the first three comparisons (days 1, 3 and 7 after transplantation) more genes were specific for the PSI-F group (281, 666 and 360 genes, respectively). 

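The PSI-F specific genes of day 3 included hair follicle genes below Diabetic, and genes of neutrophils and of the matrix above it. Of 15 hair follicle genes, 14 were PSI-F specific on day 3 and all were lower than Diabetic, against a mean of 0.437 in matched random lists. Of 19 neutrophil genes, 7 were PSI-F specific and higher, such as Mmp9 and Trem1, and 6 of 27 genes of fibroblasts and matrix were higher, such as fibronectin (Fn1), which had a level of 7.68 in Diabetic, 9.42 in PSI and 10.39 in PSI-F. Between PSI-F and PSI, the fibroblast and matrix list had medians of -0.28, 0.25, -0.20 and -0.19 on days 1, 3, 7 and 10, and 1 of its genes was at least 2-fold apart, on day 3. On day 7, the PSI-F specific genes held 10 of 24 interferon response genes, 9 higher and 1 lower (Xaf1), 5 of 26 chemokine genes and 4 of 10 genes of erythroid cells and platelets. On day 1 they held 5 of 15 hair follicle genes, all lower, 5 of 26 chemokine genes and 3 of 16 genes of T and NK cells, the last 2 lists all higher. Without the control probe sets, 280, 665 and 355 probe sets were PSI-F specific on days 1, 3 and 7, of which 124, 373 and 165 were higher than Diabetic. Most of them were also at least 2-fold from Diabetic in the same direction in the PSI graft of that day (260, 497 and 319). The PSI-F and PSI arrays themselves were at least 4-fold apart in 18, 133 and 16 of these probe sets.

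**Figure D3:**
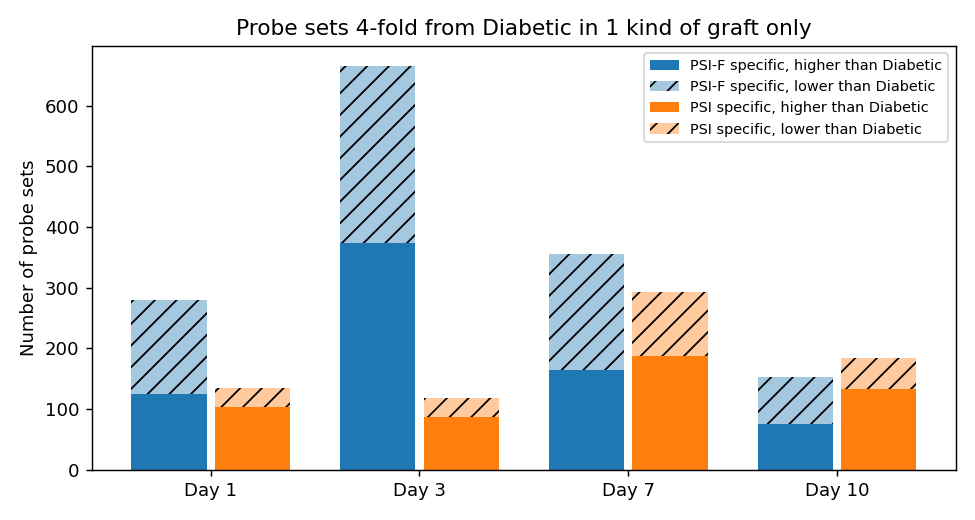
Number of probe sets (vertical axis, from 0) at least 4-fold from Diabetic in 1 kind of graft only, for each day. Filled bars are probe sets higher than Diabetic and hatched bars, stacked on them, those lower. The largest bar is PSI-F on day 3, with 373 higher and 292 lower.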

At these days, the genes specifically expressed in the PSI group were 135, 118 and 292 genes, respectively. 

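Interferon response genes stood out among the PSI specific genes of day 3, and hair follicle genes among those of day 7. On day 3, 12 of 24 interferon response genes passed in PSI only, all higher than Diabetic, against a mean of 0.122 in matched random lists. Among them, Ifit1 had a level of 1.30 in Diabetic, 4.75 in PSI and 3.09 in PSI-F, and Mx1 had 1.90, 4.05 and 2.48. The chemokine genes Ccl5 and Cxcl9 and granzyme A (Gzma) were also PSI specific and higher on this day. On day 7, 9 of 15 hair follicle genes were PSI specific and lower than Diabetic, such as Krt34, with levels of 9.37, 2.99 and 8.06 in Diabetic, PSI and PSI-F. Matrix remodelling genes of day 7 were higher, 4 of 20, among them Mmp3 and Plat. On day 1, no list had more than 1 member among the PSI specific genes. These counts were 135, 118 and 292 probe sets on days 1, 3 and 7, of which 104, 87 and 187 were higher than Diabetic. On day 7 the order of both grafts turned when only probe sets higher than Diabetic were counted (165 in PSI-F), and with 1 probe set per gene (172 in PSI-F and 176 in PSI).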

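On day 10, 6 of 26 chemokine genes and 4 of 27 genes of fibroblasts and matrix passed 4-fold above Diabetic in PSI and not in PSI-F, although no gene of the second list was 2-fold apart between both grafts. The chemokine genes included Cxcl2, with levels of 1.72 in Diabetic, 4.66 in PSI and 3.30 in PSI-F. Il6, Ptgs2 and the matrix genes Col14a1, Fn1, Lum and Tnc were also PSI specific and higher, as were 4 of 20 matrix remodelling genes, among them Timp1, with levels of 3.60, 6.16 and 5.09. The PSI-F specific genes held 2 of 15 genes of antigen presentation, H2-Ab1 and H2-DMa, both higher, while H2-Ab1 had levels of 8.67 in PSI and 8.98 in PSI-F. Without the control probe sets, 153 probe sets were PSI-F specific, 75 of them higher than Diabetic, and 184 were PSI specific, 133 of them higher. In the other graft, 131 and 157 of these were also at least 2-fold from Diabetic in the same direction. Against the Control biopsy in place of Diabetic, the counts were 58 and 89.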

As opposed, more genes were specific for the PSI group than for the PSI-F group on day 10 (185 vs. 153 genes, for PSI and PSI-F, respectively). 

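Of 22 monocyte and macrophage genes, 7 were common to both grafts on all 4 days, and all 7 were higher than Diabetic. The same held for 7 of 26 genes of leukocyte migration and for 2 of 8 of complement and acute phase, Cfb and Saa3. C3ar1, a complement receptor of myeloid cells, had a level of 2.87 in Diabetic and of 5.67 to 8.56 in the 8 grafts. Ms4a7, a macrophage gene, had 3.57 and 6.68 to 8.65, the lectin receptor Clec4a3 had 1.60 and 5.93 to 7.57, and the acute phase gene Saa3 had 3.50 and 6.42 to 11.19. On days 1, 3, 7 and 10, 768, 656, 666 and 433 probe sets were common, of which 526, 519, 461 and 285 were higher than Diabetic. Across probe sets, the differences of PSI-F and of PSI from Diabetic correlated with r of 0.897, 0.855, 0.860 and 0.916, and their covariances were 0.468, 0.439, 0.421 and 0.340. Both share the Diabetic array, and 100 simulations of unchanged grafts against 1 shared array gave a mean correlation of 0.499, a mean covariance of 0.0579 and 36.9 common probe sets. Besides these, a mean of 61.6 simulated probe sets passed in PSI-F only, whereas Control and Diabetic were 538 probe sets apart. The simulations may therefore understate what the shared array adds. Independent lists of the observed sizes would share 9.09, 12.0, 9.01 and 3.34 higher probe sets and 2.41, 1.60, 2.72 and 0.999 lower ones. The single Diabetic array cannot be split. With PSI-F against Control and PSI against Diabetic, chosen after the data were seen, no array is shared. Then 431, 326, 358 and 71 probe sets were common on days 1, 3, 7 and 10, so the overlap did not rest on the shared array alone. The size of its share was not separated, since Control and Diabetic were themselves 538 probe sets apart. Against the Control biopsy, 374 probe sets were common on day 3 and 82 on day 10.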

Regarding common genes expressed in both groups the numbers were 768, 665, 667 and 433 genes for days 1, 3, 7 and 10 (Fig 5B). Since long term survival of islets after transplantation is achieved only in the PSI-F group we used the specifically expressed genes in this group in search of pathways in which they were involved using the babylomics platform (Table 1). In this type of analysis we were able to observe that these genes can be grouped in important pathways that could explain long-term survival of transplanted islets. Thus, important pathways on vascularization were represented by genes expressed specifically in PSI-F samples. It is noteworthy how pathways such as “blood vessel development”, “vasculature development”, “blood vessel morphogenesis” or “response to hypoxia” showed up on day 3; and pathways related to cell death appeared on day 7 (Table 1).

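Of the genes of blood vessels, few were PSI-F specific. On day 3, 2 of 30 regulators of vessel development passed in PSI-F only, the matrix protein gene Thbs1, which was higher than Diabetic (5.51 in Diabetic, 6.33 in PSI and 7.65 in PSI-F), and Smad6, an inhibitor of BMP signaling, which was lower (5.94, 4.61 and 3.43). Matched random lists held a mean of 0.914 such genes, and the observed count lay at percentile 85.3. The count uses the probe set of each gene with the highest mean level. Another probe set of Hif1a, also a vessel development gene, passed in PSI-F only (4.78, 5.94 and 7.15). A further probe set of Hif1a passed in both grafts (2.16, 4.21 and 5.37). Among 28 pro-angiogenic factors, 1 was PSI-F specific on day 3, Tgfb1 (4.65, 6.39 and 6.95), at percentile 65.7, and among 23 endothelial genes 1, Ecscr (4.24, 5.35 and 6.30), at percentile 61.2. On day 7, 1 vessel development gene was PSI-F specific, Foxc1, which was lower than Diabetic (percentile 81.8), and on day 1, 1 pro-angiogenic factor, the chemokine gene Cxcl12 (percentile 84.2). No pro-angiogenic or endothelial gene was PSI-F specific on days 7 and 10. Members of these lists that were PSI specific were Fgf1 (lower) and Plxnd1 (higher) on day 7 and Cxcl12 (higher) on day 10. These lists were fixed from textbook knowledge and are not the pathway annotation behind Table 1.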

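Single genes of hypoxia, cell death and oxidative stress were PSI-F specific. On day 3, 1 of 23 hypoxia response genes was PSI-F specific, Ddit4, which was lower than Diabetic (8.83 in Diabetic, 6.86 in PSI and 6.73 in PSI-F), at percentile 69.7 of matched random lists. On day 7, none of 18 pro-apoptotic and none of 9 anti-apoptotic genes was PSI-F specific. Bid, a pro-apoptotic gene of the Bcl2 family, was the only member of both lists to be so on any day, on day 3 (2.58, 4.21 and 4.83). Of 13 oxidative stress genes, 2 were PSI-F specific on day 7, Hmox1, the inducible heme oxygenase, which was higher (4.59, 6.07 and 7.09), and the metallothionein Mt1, which was lower (10.71, 8.86 and 8.65), at percentile 99.6. On other days some of these genes passed in PSI only, Ddit4 on days 1 and 10, again lower, and Hmox1 on day 1, again higher. Another oxidative stress gene, Slc7a11, was PSI-F specific and higher than Diabetic on day 3, at percentile 80.7. From the pathways represented among the PSI-F specific genes, the paper proposes that they could explain the long-term survival of the transplanted islets.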

**Table 1:** Pathways represented by specifically expressed genes in PSI-F (www.babelomics.org).

**Day 1**		
**Pathway**	**#term**	**adj pvalue**
Cytokine-cytokine receptor interaction—Mus musculus (mouse)	mmu04060	7.82594E-3
Toll-like receptor signaling pathway—Mus musculus (mouse)	mmu04620	4.21797E-3
Cytosolic DNA-sensing pathway—Mus musculus (mouse)	mmu04623	2.37377E-2
immune response	GO:0006955	1.1332E-5
response to fungus	GO:0009620	1.83454E-2
positive regulation of B cell activation	GO:0050871	2.26813E-2
tissue morphogenesis	GO:0048729	2.97847E-2
cell activation	GO:0001775	2.97847E-2
regulation of immune system process	GO:0002682	2.97847E-2
mononuclear cell proliferation	GO:0032943	2.97847E-2
lymphocyte proliferation	GO:0046651	2.97847E-2
cellular response to stimulus	GO:0051716	4.81378E-2
tissue development	GO:0009888	4.81378E-2
**Day 3**		
**Pathway**	**#term**	**adj pvalue**
Leukocyte transendothelial migration—Mus musculus (mouse)	mmu04670	2.37835E-2
Insulin signaling pathway—Mus musculus (mouse)	mmu04910	3.15866E-2
Hematopoietic cell lineage—Mus musculus (mouse)	mmu04640	3.15866E-2
enzyme linked receptor protein signaling pathway	GO:0007167	4.10724E-8
cell migration	GO:0016477	2.20784E-7
cellular component movement	GO:0006928	5.94421E-7
organ morphogenesis	GO:0009887	1.28216E-5
transmembrane receptor protein tyrosine kinase signaling pathway	GO:0007169	2.33507E-5
blood vessel development	GO:0001568	8.83843E-5
vasculature development	GO:0001944	1.01758E-4
regulation of cell communication	GO:0010646	1.39045E-4
blood vessel morphogenesis	GO:0048514	1.35708E-3
response to hypoxia	GO:0001666	2.5248E-3
**Day 7**		
**Pathway**	**#term**	**adj pvalue**
Asthma—Mus musculus (mouse)	mmu05310	3.49504E-4
Systemic lupus erythematosus—Mus musculus (mouse)	mmu05322	5.06548E-4
Allograft rejection—Mus musculus (mouse)	mmu05330	5.06548E-4
Cell adhesion molecules (CAMs)—Mus musculus (mouse)	mmu04514	5.06548E-4
Autoimmune thyroid disease—Mus musculus (mouse)	mmu05320	1.52164E-3
Primary immunodeficiency—Mus musculus (mouse)	mmu05340	2.95021E-3
Chemokine signaling pathway—Mus musculus (mouse)	mmu04062	2.95021E-3
Cytosolic DNA-sensing pathway—Mus musculus (mouse)	mmu04623	3.49209E-3
Leukocyte transendothelial migration—Mus musculus (mouse)	mmu04670	8.23078E-3
Graft-versus-host disease—Mus musculus (mouse)	mmu05332	1.38583E-2
Apoptosis	GO:0006915	2.03641E-2
response to oxidative stress	GO:0006979	8.94815E-3
cell death	GO:0008219	2.03641E-2
cell proliferation	GO:0008283	2.9882E-3
programmed cell death	GO:0012501	2.29903E-2
regulation of cell proliferation	GO:0042127	3.59673E-3
defense response	GO:0006952	3.75767E-5
response to other organism	GO:0051707	8.94815E-3
leukocyte mediated immunity	GO:0002443	1.11433E-3
immune response	GO:0006955	7.64244E-13
**Day 10**		
**Pathway**	**#term**	**adj pvalue**
Hematopoietic cell lineage—Mus musculus (mouse)	mmu04640	4.53859E-2
Asthma—Mus musculus (mouse)	mmu05310	4.89735E-2
antigen processing and presentation of exogenous antigen	GO:0019884	3.04511E-3

Significant _kegg_0.05 and significant_go_biological_process_3_9_0.05

## Discussion

In the present work, we have observed that the use of a plasma-based scaffold alone (PSI) improved islet engraftment, reversed hyperglycemia and achieved short-term glycemic control, although long-term control was only achieved when fibroblasts were included in the scaffold before transplantation (PSI-F). The gene expression study performed on the first days after transplantation showed how genes related with angiogenesis and β-cell regeneration were over-expressed in presence of fibroblasts, which correlated with the faster islet graft revascularization, the lower islet lost and the better glycemic control observed in the transplanted animals of this group.

It is known that plasma-derived scaffold provide to the transplanted islets the initial mechanical support necessary for graft survival and function [8]. Fibrin is a natural biomaterial which has been used previously to promote engraftment mainly at extrahepatic sites [18–20]. While those fibrin hydrogels are usually obtained by combination of commercially available fibrin with thrombin, our plasma-based scaffold is obtained by mixing blood plasma with calcium, avoiding the use of fibrinogen or any exogenous pro-coagulant agent. Thus, this plasma-derived scaffold constitutes a cheaper and safer fibrin-containing hydrogel. In our work, transplantation of islets combined with the plasma-based scaffold alone (PSI group) reversed hyperglycemia, although was unable to maintain long-term glycemic control. These results indicate the necessity of complementing the effect of this scaffold by an additional supporting therapy.

Since islet graft is avascular after isolation, its survival would depend on oxygen and nutrient diffusion from the surrounding microenvironment during the first days after transplantation. Therefore, a quick reestablishment of a functional vasculature is essential for its immediate engraftment and thus, for long-term islet survival and function. In spite of the several “pros” of the subcutaneous space, its poor vascularization becomes its main “con” as alternative to the portal vein infusion. Several factor-based strategies have been attempted in order to overcome this, although most of them showed limited efficacy [21–27]. Incorporation of accessory cells with islet-supporting properties could provide several of these factors with precise control over timing, dose delivery and effect duration [28]. In our model, fibroblasts were incorporated to the plasma-derived scaffold as graft-supporting cells (PSI-F group). The higher amount of vessels and the lower number of apoptotic cells found in PSI-F grafts during the first days after transplantation suggest that fibroblasts promoted early islet revascularization. Although fibrosis usually constitutes a pathologic and undesired phenomenon in tissue regeneration, the fibrotic process observed in this model allowed creating a new vascularized ECM at the subcutaneous space which is home to the transplanted pancreatic islets. The presence of fibroblasts in the graft enhanced this fibrotic process and increased vascularization, leading to a higher organized and vascularized ECM that, improved islet engraftment which finally allowed long-term graft survival and function in this group of mice.

The gene expression analysis performed on the islet grafts during the first days after transplantation revealed over-expression of IL-6, IL1-β and Chi-3 in the group transplanted with fibroblasts. It is well known that most of these cytokines have a great pro-angiogenic activity [29]. IL-6 has been previously related with revascularization, function and survival of islets when co-cultured with MSCs [30], while IL-1β has been identified as the principal effector of Myc-induced islet angiogenesis [31]. On the other hand, Chi-3 is a lectin that has been also related with angiogenesis, although mainly associated with cancer progression and metastasis [32, 33]. Additionally to their role in islet revascularization, both IL-6 and IL-1β seem to collaborate on the up-regulation of GLP-1 and insulin production in pancreatic islets [34, 35]. On the other hand, REG-1 and REG-3gamma were also over-expressed in presence of fibroblasts during this early post-transplant period. REG family comprises several lectin-like proteins that have been related with pancreatic β-cell regeneration [36–39]. Furthermore, some studies have shown that some cytokines, as IL-6 and IL-22, can activate the expression of these REG proteins [40–43]. Taking this in mind, REG proteins could be related with the β-cell proliferation induced by several cytokines as IL-6 [44]. In our work, overexpression of cytokines and REG proteins in presence of fibroblasts correlated with the faster islet re-vascularization and the lower level of apoptosis observed, favouring long-term islet survival and function. Recently, an interesting *in vitro* study showed how dermal fibroblasts can promote islet survival by secretion of several cytokines and extracellular matrix proteins [45]. Therefore, our results corroborate those findings in an “in vivo” model, highlighting the possible use of fibroblasts as graft-supporting cells, not only in islet transplantation, but also in those other transplants where a fast graft re-vascularization could be needed. No significant differences were observed in the expression of pro-angiogenic, hypoxia or apoptosis-related genes. 

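Few genes of vessels, hypoxia and apoptosis were at least 2-fold apart between PSI-F and PSI on any day. The 28 pro-angiogenic factors had medians of -0.04, 0.14, -0.04 and -0.04 on days 1, 3, 7 and 10, and the only members at least 2-fold apart were Ccn1, a matrix-associated growth regulator, at 1.16 on day 3 and -1.56 on day 10. None of 23 endothelial genes was 2-fold apart on any day, with medians of 0.05, 0.28, -0.21 and 0.01, and Pecam1, the gene of CD31, differed by 0.09, 0.18, -0.50 and 0.25. On day 3 the endothelial median lay at percentile 99.99 of matched random lists, the pro-apoptotic one at 99.9 and the pro-angiogenic one at 98.8. On day 1 the hypoxia, endothelial and pro-apoptotic medians lay at percentiles 99.97, 98.5 and 98.0, on day 7 the pro-apoptotic one at 98.1 and the endothelial one at 26.3, and on day 10 the hypoxia one at 1.04. With the mean of all probe sets of a gene, the pro-angiogenic and pro-apoptotic medians of day 3 were 0.065 and 0.17, the pro-apoptotic one of day 7 was 0.045 and the hypoxia one of day 10 was -0.062. Regulators of vessel development had medians between -0.11 and 0.07, with Thbs1 at 1.33, Hif1a at 1.03 and Smad6 at -1.18 on day 3. The 23 hypoxia response genes had medians of 0.09, 0.12, -0.15 and -0.10, with Slc2a1, a glucose transporter, at 1.03 on day 3 and the glycolytic regulator Pfkfb3 at -1.45 on day 7. Of 18 pro-apoptotic genes none was 2-fold apart on any day (medians 0.09, 0.27, 0.08 and 0.09), and of 9 anti-apoptotic genes 1, Birc5, which also acts in mitosis, at -1.30 on day 1. Over the 4 days, limma found no member of these lists at an adjusted p under 0.05, also when adjusted over the list alone. With camera, the pro-apoptotic list had an adjusted p = 0.00306 at a preset correlation of 0.01 and an adjusted p = 0.802 with an estimated correlation.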

In supplementary figure 2 (S2 Fig) we show how the kinetics and patterns of expression for several genes involved in islet survival or implicated in islet death as described by Velmurugan et al [46] were very similar between both groups (PSI-F and PSI). No detection of individual known genes involved in these pathways could also be attributable to the threshold we established in the gene selection process, where a minimum 4-fold difference in gene expression between groups was required to be considered as significant. However, if 1- to 3-fold difference were accepted, an increase in the expression of some pro-angiogenic genes (VEGF A, VEGF C, Angiopoietin-4, FGF-4, FGF-12, PDGF-1 and PDGF-B), as well as of the anti-apoptotic gen BCL-2, was observed in presence of fibroblasts. 

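Below the 4-fold threshold, Vegfa, Vegfc and Pdgfa were higher in PSI-F on day 3 and Angpt4 on day 7. The 2 probe sets of Vegfa differed by 0.46 and 0.24 on day 3, the 3 of Vegfc by 0.82, 0.58 and 0.42, and the 2 of Pdgfa, the gene of the PDGF A chain, by 0.45 and 0.62. On day 7 the probe sets of Angpt4 differed by 0.77 (between levels of 1.93 and 2.71, below the array median) and 0.51, on day 3 by -0.20 and -0.050, and on day 10 by -0.37 and -0.27. Those of Vegfa differed by -0.14 and 0.34 on day 1 and by -0.22 and 0.12 on day 10. Vegfc was lower in PSI-F on days 1 and 7 in all 3 probe sets, by -0.32 and -0.43 in the first of them, and Pdgfa was lower on day 1, by -0.44 and -0.21. The 4 probe sets of Fgf4 differed by between -0.28 and 0.56 over the 4 days, at levels of 0.63 to 3.07. For Fgf12, 3 probe sets differed by between -0.15 and 0.78, at levels of 0.49 to 1.82, below the median of every array. Pdgfb had 2 probe sets, which were higher on day 1 by 0.23 and 0.20, went in opposite directions on day 3, by -0.30 and 0.29, and on day 7, by 0.12 and -0.31, and were lower on day 10 by -0.10 and -0.24. The anti-apoptotic gene Bcl2 had 5 probe sets, of which the brightest differed by -0.34, -0.15, -0.50 and 0.17 on days 1, 3, 7 and 10 and another by 0.46, 0.11, 0.03 and 0.28. These differences are between single arrays.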

In fact, it is possible that not only an individual or a small group of genes or factors are implicated in engraftment, islet survival, revascularization and even a proper link to nerve terminals but rather larger groups controlling whole pathways of tissue morphogenesis are implicated. In this sense, by bioinformatic analysis of our arrays, we have been able to observe how the presence of fibroblast is able to affect such pathways.

Tissue engineering approaches constitute a promising alternative in order to improve engraftment in islet transplantation. In addition to the scaffold, the election of the cell type becomes of the utmost importance. In this work, we have shown how the use of fibroblasts as graft-supporting cells promoted the expression of genes related with angiogenesis and β-cell regeneration, decreasing the lost of islets associated to the first days after transplantation and thus, favoring long-term islet survival and function. Since both plasma and dermal fibroblasts are of autologous origin and can be easily obtained; this model constitutes a biocompatible, cheap, safe and reproducible tissue engineering approach available to be used in the clinic. However, further work is required in order to clarify the specific secretome of fibroblasts in this model, allowing their possible use in other graft-supporting strategies. Furthermore, combination of this islet transplantation model with new immunoregulatory strategies [47] as the use of immunomodulatory cells, such as MSCs [14, 48], dendritic cells [49], hematopoietic stem cells [50] or cord blood-derived stem cells [51], as well as other tolerogenic strategies [52], would be necessary in order to achieve long-term survival of islet allo- or xenografts in immunocompetent recipients, avoiding or reducing the use of immunosuppressive drugs and, perhaps, achieving reversal of diabetes.

## Supporting information

S1 Fig Beta cell proliferation in subcutaneous islet grafts at 3 and 90 days after transplantation. A) Immunohistochemical staining of insulin (green), nuclear proliferating marker ki67 (red) and nucleus (in blue). B) Quantification of proliferating beta cells.
(TIF) Click here for additional data file.

S2 Fig Kinetics of fold changes in expression of genes involved in islet survival or islet death. (TIF) Click here for additional data file.

S1 Table Genes specifically or commonly expressed at day 1 after transplantation. (PDF) Click here for additional data file.

S2 Table Genes specifically or commonly expressed at day 3 after transplantation. (PDF) Click here for additional data file.

S3 Table Genes specifically or commonly expressed at day 7 after transplantation. (PDF) Click here for additional data file.

S4 Table Genes specifically or commonly expressed at day 10 after transplantation. (PDF) Click here for additional data file.

# Supplementary material for: Fibroblasts accelerate islet revascularization and improve long-term graft survival in a mouse model of subcutaneous islet transplantation
**Source:** PLoS One. 2017 Jul 3;12(7):e0180695. doi: 10.1371/journal.pone.0180695
**Supplement:** S1 Table

## Day 1

---

### Prob SET\_ID

| Specific PSI-F genes | Specific PSI genes | Common genes |
|----------------------|--------------------|--------------|
| 1415861_at           | 1416152_a_at       | 1415712_at   |
| 1416002_x_at         | 1416505_at         | 1415983_at   |
| 1416332_at           | 1416687_at         | 1416053_at   |
| 1416380_at           | 1417262_at         | 1416151_at   |
| 1416407_at           | 1417263_at         | 1416191_at   |
| 1416530_a_at         | 1417697_at         | 1416200_at   |
| 1416627_at           | 1417954_at         | 1416226_at   |
| 1416832_at           | 1418344_at         | 1416246_a_at |
| 1417101_at           | 1418534_at         | 1416295_a_at |
| 1417155_at           | 1418626_a_at       | 1416296_at   |
| 1417234_at           | 1419075_s_at       | 1416318_at   |
| 1417256_at           | 1419100_at         | 1416333_at   |
| 1417580_s_at         | 1419219_at         | 1416356_at   |
| 1417717_a_at         | 1419449_a_at       | 1416431_at   |
| 1417765_a_at         | 1420249_s_at       | 1416527_at   |
| 1417870_x_at         | 1420398_at         | 1416561_at   |
| 1418028_at           | 1421186_at         | 1416576_at   |
| 1418061_at           | 1421854_at         | 1416617_at   |
| 1418126_at           | 1422672_at         | 1416714_at   |
| 1418133_at           | 1422868_s_at       | 1416776_at   |
| 1418173_at           | 1423233_at         | 1416871_at   |
| 1418317_at           | 1423396_at         | 1416897_at   |
| 1418345_at           | 1423723_s_at       | 1416926_at   |
| 1418396_at           | 1424157_at         | 1416935_at   |
| 1418440_at           | 1424271_at         | 1416981_at   |
| 1418487_at           | 1424296_at         | 1416983_s_at |
| 1418652_at           | 1424443_at         | 1416985_at   |
| 1418825_at           | 1424495_a_at       | 1417025_at   |
| 1418946_at           | 1424717_at         | 1417104_at   |
| 1419060_at           | 1425040_at         | 1417141_at   |

|              |              |              |
|--------------|--------------|--------------|
| 1419128_at   | 1425431_at   | 1417244_a_at |
| 1419132_at   | 1425480_at   | 1417266_at   |
| 1419135_at   | 1425655_at   | 1417268_at   |
| 1419149_at   | 1425958_at   | 1417273_at   |
| 1419369_at   | 1426536_at   | 1417292_at   |
| 1419378_a_at | 1426958_at   | 1417314_at   |
| 1419404_s_at | 1427180_at   | 1417392_a_at |
| 1419455_at   | 1427256_at   | 1417426_at   |
| 1419465_at   | 1427544_a_at | 1417522_at   |
| 1419466_at   | 1427584_at   | 1417523_at   |
| 1419555_at   | 1427884_at   | 1417620_at   |
| 1419676_at   | 1428129_at   | 1417676_a_at |
| 1419697_at   | 1428306_at   | 1417793_at   |
| 1420161_at   | 1428748_at   | 1417802_at   |
| 1420465_s_at | 1428768_at   | 1417803_at   |
| 1420657_at   | 1429297_at   | 1417813_at   |
| 1420991_at   | 1429478_at   | 1417821_at   |
| 1420992_at   | 1429679_at   | 1417876_at   |
| 1421106_at   | 1429693_at   | 1417936_at   |
| 1421578_at   | 1430485_at   | 1417961_a_at |
| 1421680_at   | 1430991_at   | 1418008_at   |
| 1421998_at   | 1431830_at   | 1418099_at   |
| 1422095_a_at | 1432205_a_at | 1418131_at   |
| 1422523_at   | 1433466_at   | 1418174_at   |
| 1422601_at   | 1433902_at   | 1418188_a_at |
| 1422633_at   | 1434068_s_at | 1418189_s_at |
| 1422783_a_at | 1434362_at   | 1418191_at   |
| 1422808_s_at | 1434430_s_at | 1418204_s_at |
| 1422962_a_at | 1434618_at   | 1418206_at   |
| 1423100_at   | 1434940_x_at | 1418240_at   |
| 1423174_a_at | 1435059_at   | 1418248_at   |
| 1423175_s_at | 1435190_at   | 1418261_at   |
| 1423182_at   | 1435271_at   | 1418293_at   |
| 1423294_at   | 1435426_s_at | 1418323_at   |
| 1423375_at   | 1435585_at   | 1418340_at   |

|              |              |              |
|--------------|--------------|--------------|
| 1423428_at   | 1435639_at   | 1418379_s_at |
| 1423467_at   | 1436472_at   | 1418392_a_at |
| 1423570_at   | 1436594_at   | 1418465_at   |
| 1423754_at   | 1437121_at   | 1418480_at   |
| 1424338_at   | 1437240_at   | 1418483_a_at |
| 1424475_at   | 1437245_at   | 1418580_at   |
| 1424518_at   | 1437576_at   | 1418612_at   |
| 1424526_a_at | 1437904_at   | 1418641_at   |
| 1424654_at   | 1438104_at   | 1418666_at   |
| 1424824_at   | 1438130_at   | 1418697_at   |
| 1424832_at   | 1438349_at   | 1418706_at   |
| 1424923_at   | 1438377_x_at | 1418742_at   |
| 1425228_a_at | 1438483_at   | 1418747_at   |
| 1425303_at   | 1438676_at   | 1418806_at   |
| 1425394_at   | 1438796_at   | 1418809_at   |
| 1425405_a_at | 1439764_s_at | 1418826_at   |
| 1425567_a_at | 1441233_at   | 1418842_at   |
| 1425663_at   | 1441956_s_at | 1418930_at   |
| 1425719_a_at | 1441958_s_at | 1418932_at   |
| 1425801_x_at | 1442222_at   | 1418936_at   |
| 1425829_a_at | 1442538_at   | 1418945_at   |
| 1426276_at   | 1442798_x_at | 1418989_at   |
| 1426383_at   | 1443323_at   | 1419004_s_at |
| 1426487_a_at | 1443540_at   | 1419042_at   |
| 1426726_at   | 1443621_at   | 1419043_a_at |
| 1426852_x_at | 1444179_at   | 1419098_at   |
| 1426871_at   | 1444728_at   | 1419099_x_at |
| 1426970_a_at | 1446006_at   | 1419120_at   |
| 1427007_at   | 1447494_at   | 1419186_a_at |
| 1427055_at   | 1447830_s_at | 1419194_s_at |
| 1427280_at   | 1448124_at   | 1419209_at   |
| 1427378_at   | 1448239_at   | 1419249_at   |
| 1427511_at   | 1448995_at   | 1419282_at   |
| 1428186_at   | 1449282_at   | 1419296_at   |
| 1428273_at   | 1449310_at   | 1419309_at   |

|              |              |              |
|--------------|--------------|--------------|
| 1428352_at   | 1449341_a_at | 1419321_at   |
| 1428392_at   | 1450714_at   | 1419323_at   |
| 1428485_at   | 1451053_a_at | 1419329_at   |
| 1428660_s_at | 1451289_at   | 1419394_s_at |
| 1428767_at   | 1451319_at   | 1419431_at   |
| 1428838_a_at | 1451762_a_at | 1419463_at   |
| 1428853_at   | 1451989_a_at | 1419474_a_at |
| 1429006_s_at | 1452049_at   | 1419480_at   |
| 1429053_at   | 1452093_at   | 1419481_at   |
| 1429247_at   | 1452374_at   | 1419482_at   |
| 1429413_at   | 1452610_at   | 1419483_at   |
| 1429469_at   | 1452857_at   | 1419487_at   |
| 1429530_a_at | 1452881_at   | 1419507_at   |
| 1429598_at   | 1453590_at   | 1419526_at   |
| 1430036_at   | 1453775_at   | 1419537_at   |
| 1430460_at   | 1454240_at   | 1419549_at   |
| 1430575_a_at | 1454768_at   | 1419561_at   |
| 1430576_at   | 1454967_at   | 1419569_a_at |
| 1431339_a_at | 1455096_at   | 1419573_a_at |
| 1431805_a_at | 1455778_at   | 1419591_at   |
| 1433596_at   | 1455967_at   | 1419598_at   |
| 1434046_at   | 1456288_at   | 1419599_s_at |
| 1434275_at   | 1456632_at   | 1419603_at   |
| 1434372_at   | 1456854_at   | 1419604_at   |
| 1434413_at   | 1456864_at   | 1419609_at   |
| 1434628_a_at | 1456956_at   | 1419610_at   |
| 1434777_at   | 1457532_at   | 1419627_s_at |
| 1435077_at   | 1457721_at   | 1419631_at   |
| 1435110_at   | 1457970_at   | 1419707_at   |
| 1435125_at   | 1458099_at   | 1419714_at   |
| 1435313_at   | 1459202_at   | 1419728_at   |
| 1435562_at   | 1459948_at   | 1419764_at   |
| 1435872_at   | 1460121_at   | 1419767_at   |
| 1435903_at   | 1460521_a_at | 1419840_at   |
| 1435945_a_at | 1460600_at   | 1419874_x_at |

1436032\_at  
1436037\_at  
1436236\_x\_at  
1436309\_at  
1436397\_at  
1436398\_at  
1436453\_at  
1436515\_at  
1436532\_at  
1436557\_at  
1436562\_at  
1436576\_at  
1436613\_at  
1436737\_a\_at  
1436791\_at  
1436913\_at  
1437162\_at  
1437303\_at  
1437445\_at  
1437558\_at  
1437668\_at  
1437751\_at  
1437788\_at  
1438059\_at  
1438259\_at  
1438306\_at  
1438345\_at  
1438385\_s\_at  
1438403\_s\_at  
1438475\_at  
1438487\_s\_at  
1438531\_at  
1438814\_at  
1438879\_at  
1439163\_at

1420310\_at  
1420330\_at  
1420331\_at  
1420358\_at  
1420361\_at  
1420380\_at  
1420394\_s\_at  
1420409\_at  
1420415\_at  
1420438\_at  
1420464\_s\_at  
1420498\_a\_at  
1420538\_at  
1420575\_at  
1420599\_at  
1420671\_x\_at  
1420674\_at  
1420686\_at  
1420697\_at  
1420699\_at  
1420703\_at  
1420728\_at  
1420751\_at  
1420779\_at  
1420804\_s\_at  
1420915\_at  
1420970\_at  
1421008\_at  
1421009\_at  
1421074\_at  
1421075\_s\_at  
1421187\_at  
1421188\_at  
1421217\_a\_at  
1421228\_at

1439221\_s\_at  
1439638\_at  
1439773\_at  
1439831\_at  
1440010\_at  
1440068\_at  
1440123\_at  
1440347\_at  
1440720\_s\_at  
1440789\_at  
1440799\_s\_at  
1440840\_at  
1440883\_at  
1441083\_at  
1441111\_at  
1441231\_at  
1441315\_s\_at  
1441346\_at  
1441991\_at  
1442044\_at  
1442169\_at  
1442358\_at  
1442416\_at  
1442426\_at  
1442640\_at  
1443167\_at  
1443299\_at  
1443591\_at  
1443858\_at  
1444061\_at  
1444447\_at  
1444494\_at  
1444740\_at  
1445866\_at  
1445873\_at

1421262\_at  
1421326\_at  
1421408\_at  
1421457\_a\_at  
1421492\_at  
1421525\_a\_at  
1421551\_s\_at  
1421589\_at  
1421596\_s\_at  
1421644\_at  
1421689\_at  
1421691\_at  
1421694\_a\_at  
1421698\_a\_at  
1421856\_at  
1421911\_at  
1421977\_at  
1422013\_at  
1422041\_at  
1422046\_at  
1422062\_at  
1422124\_a\_at  
1422160\_at  
1422190\_at  
1422191\_at  
1422209\_s\_at  
1422264\_s\_at  
1422317\_a\_at  
1422324\_a\_at  
1422341\_s\_at  
1422430\_at  
1422446\_x\_at  
1422447\_at  
1422562\_at  
1422570\_at

1446504\_at  
1446511\_at  
1446553\_at  
1446649\_at  
1447116\_at  
1447211\_at  
1448163\_at  
1448377\_at  
1448380\_at  
1448421\_s\_at  
1448452\_at  
1448457\_at  
1448470\_at  
1448485\_at  
1448601\_s\_at  
1448823\_at  
1448932\_at  
1449161\_at  
1449378\_at  
1449533\_at  
1449873\_at  
1449901\_a\_at  
1450032\_at  
1450264\_a\_at  
1450475\_at  
1450495\_a\_at  
1450641\_at  
1450672\_a\_at  
1450699\_at  
1450753\_at  
1451097\_at  
1451374\_x\_at  
1451415\_at  
1451478\_at  
1451626\_x\_at

1422628\_at  
1422755\_at  
1422771\_at  
1422875\_at  
1422903\_at  
1422932\_a\_at  
1422953\_at  
1422973\_a\_at  
1422977\_at  
1422978\_at  
1423017\_a\_at  
1423150\_at  
1423547\_at  
1423555\_a\_at  
1423569\_at  
1423590\_at  
1423753\_at  
1423768\_at  
1423858\_a\_at  
1423860\_at  
1424033\_at  
1424211\_at  
1424254\_at  
1424302\_at  
1424312\_at  
1424339\_at  
1424349\_a\_at  
1424375\_s\_at  
1424524\_at  
1424552\_at  
1424655\_at  
1424683\_at  
1424713\_at  
1424727\_at  
1424737\_at

1451755\_a\_at  
1451821\_a\_at  
1452067\_at  
1452178\_at  
1452287\_at  
1452345\_at  
1452483\_a\_at  
1452500\_at  
1452606\_at  
1453009\_at  
1453136\_at  
1453299\_a\_at  
1453304\_s\_at  
1453344\_at  
1453455\_at  
1453757\_at  
1454734\_at  
1454806\_at  
1455007\_s\_at  
1455136\_at  
1455220\_at  
1455401\_at  
1455787\_x\_at  
1455886\_at  
1456156\_at  
1456395\_at  
1456688\_at  
1456705\_at  
1457321\_at  
1457586\_at  
1457742\_at  
1457779\_at  
1458018\_at  
1458065\_at  
1458382\_a\_at

1424754\_at  
1424775\_at  
1424857\_a\_at  
1424921\_at  
1424927\_at  
1424965\_at  
1425001\_at  
1425025\_at  
1425065\_at  
1425099\_a\_at  
1425214\_at  
1425225\_at  
1425237\_at  
1425374\_at  
1425407\_s\_at  
1425420\_s\_at  
1425430\_at  
1425434\_a\_at  
1425435\_at  
1425451\_s\_at  
1425548\_a\_at  
1425598\_a\_at  
1425609\_at  
1425662\_at  
1425850\_a\_at  
1425860\_x\_at  
1425863\_a\_at  
1425872\_at  
1425894\_at  
1425917\_at  
1425951\_a\_at  
1426039\_a\_at  
1426203\_at  
1426278\_at  
1426413\_at

1458603\_at  
1459170\_at  
1460048\_at  
1460231\_at  
1460463\_at  
AFFX-b-ActinMur/M12481\_M\_at

1426415\_a\_at  
1426454\_at  
1426505\_at  
1426604\_at  
1426774\_at  
1426806\_at  
1426851\_a\_at  
1426971\_at  
1427041\_at  
1427076\_at  
1427102\_at  
1427115\_at  
1427118\_at  
1427179\_at  
1427200\_at  
1427211\_at  
1427290\_at  
1427301\_at  
1427321\_s\_at  
1427327\_at  
1427339\_at  
1427365\_at  
1427366\_at  
1427381\_at  
1427388\_at  
1427397\_at  
1427483\_at  
1427540\_at  
1427549\_s\_at  
1427556\_at  
1427566\_at  
1427719\_s\_at  
1427747\_a\_at  
1427751\_a\_at  
1427892\_at

1427994\_at  
1428007\_at  
1428018\_a\_at  
1428079\_at  
1428083\_at  
1428130\_at  
1428288\_at  
1428294\_at  
1428492\_at  
1428786\_at  
1428787\_at  
1428926\_at  
1429140\_at  
1429169\_at  
1429184\_at  
1429235\_at  
1429524\_at  
1429525\_s\_at  
1429570\_at  
1429775\_a\_at  
1429831\_at  
1429914\_at  
1429944\_at  
1429947\_a\_at  
1429954\_at  
1429957\_at  
1430126\_at  
1430132\_at  
1430447\_a\_at  
1430509\_at  
1430579\_at  
1430581\_at  
1430584\_s\_at  
1430612\_at  
1430623\_s\_at

1430635\_at  
1430655\_at  
1430669\_at  
1430700\_a\_at  
1430703\_at  
1430731\_at  
1431166\_at  
1431171\_at  
1431182\_at  
1431504\_at  
1431591\_s\_at  
1431650\_at  
1431705\_a\_at  
1431836\_x\_at  
1431843\_a\_at  
1432026\_a\_at  
1432540\_at  
1432548\_at  
1432885\_at  
1433147\_at  
1433434\_at  
1433465\_a\_at  
1433593\_at  
1433617\_s\_at  
1433678\_at  
1433711\_s\_at  
1433741\_at  
1433836\_a\_at  
1433837\_at  
1433877\_at  
1433963\_a\_at  
1434067\_at  
1434099\_at  
1434100\_x\_at  
1434129\_s\_at

1434139\_at  
1434202\_a\_at  
1434350\_at  
1434380\_at  
1434425\_at  
1434438\_at  
1434457\_at  
1434955\_at  
1434980\_at  
1435144\_at  
1435263\_at  
1435264\_at  
1435265\_at  
1435280\_at  
1435315\_s\_at  
1435331\_at  
1435454\_a\_at  
1435477\_s\_at  
1435529\_at  
1435551\_at  
1435560\_at  
1435582\_at  
1435584\_at  
1435595\_at  
1435621\_at  
1435665\_at  
1435719\_at  
1435792\_at  
1435906\_x\_at  
1435933\_at  
1436058\_at  
1436160\_at  
1436171\_at  
1436172\_at  
1436199\_at

1436482\_a\_at  
1436530\_at  
1436590\_at  
1436625\_at  
1436659\_at  
1436671\_at  
1436722\_a\_at  
1436763\_a\_at  
1436778\_at  
1436779\_at  
1436838\_x\_at  
1436871\_at  
1436873\_at  
1436902\_x\_at  
1436996\_x\_at  
1436999\_at  
1437024\_at  
1437072\_at  
1437129\_at  
1437218\_at  
1437234\_x\_at  
1437440\_at  
1437514\_at  
1437570\_at  
1437811\_x\_at  
1437899\_at  
1438037\_at  
1438052\_at  
1438075\_at  
1438148\_at  
1438220\_at  
1438295\_at  
1438566\_at  
1438651\_a\_at  
1438704\_at

1438707\_at  
1438768\_at  
1438800\_at  
1438862\_at  
1438868\_at  
1438896\_at  
1438931\_s\_at  
1438980\_x\_at  
1438989\_s\_at  
1439016\_x\_at  
1439030\_at  
1439081\_at  
1439100\_s\_at  
1439426\_x\_at  
1439494\_at  
1439622\_at  
1439774\_at  
1439793\_at  
1439806\_at  
1439814\_at  
1439825\_at  
1439902\_at  
1439912\_at  
1439947\_at  
1439948\_at  
1439956\_at  
1440007\_at  
1440037\_at  
1440150\_at  
1440169\_x\_at  
1440196\_at  
1440225\_at  
1440226\_at  
1440298\_at  
1440311\_at

1440342\_at  
1440461\_at  
1440635\_at  
1440719\_at  
1440721\_at  
1440852\_at  
1440865\_at  
1440866\_at  
1440986\_at  
1441094\_at  
1441189\_at  
1441307\_at  
1441376\_at  
1441444\_at  
1441445\_at  
1441887\_x\_at  
1442018\_at  
1442025\_a\_at  
1442026\_at  
1442074\_at  
1442082\_at  
1442089\_at  
1442233\_at  
1442257\_at  
1442393\_at  
1442425\_at  
1442461\_at  
1442804\_at  
1442977\_at  
1443043\_at  
1443116\_at  
1443128\_at  
1443235\_at  
1443338\_at  
1443673\_x\_at

1443698\_at  
1443771\_x\_at  
1443894\_at  
1443962\_at  
1443983\_at  
1444195\_at  
1444226\_at  
1444376\_at  
1444456\_at  
1444546\_at  
1444559\_at  
1444599\_at  
1445104\_at  
1445518\_at  
1445687\_at  
1445882\_at  
1446001\_at  
1446269\_at  
1446609\_at  
1446684\_at  
1446693\_at  
1446921\_at  
1447181\_s\_at  
1447213\_at  
1447329\_at  
1447517\_at  
1447527\_at  
1447584\_s\_at  
1447621\_s\_at  
1448025\_at  
1448061\_at  
1448160\_at  
1448162\_at  
1448181\_at  
1448291\_at

1448301\_s\_at  
1448325\_at  
1448397\_at  
1448507\_at  
1448529\_at  
1448534\_at  
1448561\_at  
1448575\_at  
1448576\_at  
1448591\_at  
1448617\_at  
1448620\_at  
1448632\_at  
1448700\_at  
1448710\_at  
1448731\_at  
1448747\_at  
1448748\_at  
1448749\_at  
1448756\_at  
1448797\_at  
1448877\_at  
1448883\_at  
1448898\_at  
1448929\_at  
1449009\_at  
1449025\_at  
1449049\_at  
1449124\_at  
1449127\_at  
1449135\_at  
1449153\_at  
1449164\_at  
1449175\_at  
1449176\_a\_at

1449254\_at  
1449305\_at  
1449360\_at  
1449366\_at  
1449387\_at  
1449399\_a\_at  
1449451\_at  
1449453\_at  
1449454\_at  
1449455\_at  
1449461\_at  
1449556\_at  
1449559\_at  
1449560\_at  
1449591\_at  
1449824\_at  
1449858\_at  
1449874\_at  
1449919\_at  
1449945\_at  
1449963\_at  
1449976\_a\_at  
1449981\_a\_at  
1449984\_at  
1449986\_at  
1450027\_at  
1450033\_a\_at  
1450034\_at  
1450065\_at  
1450135\_at  
1450165\_at  
1450170\_x\_at  
1450188\_s\_at  
1450199\_a\_at  
1450234\_at

1450241\_a\_at  
1450291\_s\_at  
1450297\_at  
1450322\_s\_at  
1450379\_at  
1450403\_at  
1450454\_at  
1450484\_a\_at  
1450505\_a\_at  
1450508\_at  
1450517\_at  
1450536\_s\_at  
1450616\_at  
1450618\_a\_at  
1450639\_at  
1450645\_at  
1450678\_at  
1450696\_at  
1450774\_at  
1450783\_at  
1450788\_at  
1450792\_at  
1450808\_at  
1450826\_a\_at  
1450843\_a\_at  
1450871\_a\_at  
1450919\_at  
1450967\_at  
1451156\_s\_at  
1451161\_a\_at  
1451174\_at  
1451318\_a\_at  
1451335\_at  
1451362\_at  
1451382\_at

1451426\_at  
1451564\_at  
1451567\_a\_at  
1451634\_at  
1451655\_at  
1451767\_at  
1451774\_at  
1451777\_at  
1451798\_at  
1451859\_at  
1451860\_a\_at  
1451905\_a\_at  
1451941\_a\_at  
1451956\_a\_at  
1452016\_at  
1452087\_at  
1452117\_a\_at  
1452126\_at  
1452203\_at  
1452261\_at  
1452279\_at  
1452348\_s\_at  
1452349\_x\_at  
1452382\_at  
1452487\_x\_at  
1452527\_a\_at  
1452719\_at  
1452948\_at  
1452957\_at  
1453196\_a\_at  
1453247\_at  
1453287\_at  
1453332\_at  
1453410\_at  
1453503\_at

1453523\_at  
1453591\_at  
1453628\_s\_at  
1453898\_at  
1454018\_at  
1454169\_a\_at  
1454242\_at  
1454268\_a\_at  
1454646\_at  
1454699\_at  
1454867\_at  
1454878\_at  
1455058\_at  
1455065\_x\_at  
1455203\_at  
1455238\_at  
1455269\_a\_at  
1455332\_x\_at  
1455418\_at  
1455419\_at  
1455500\_at  
1455573\_at  
1455581\_x\_at  
1455660\_at  
1455860\_at  
1455899\_x\_at  
1456001\_at  
1456014\_s\_at  
1456047\_at  
1456103\_at  
1456147\_at  
1456307\_s\_at  
1456331\_at  
1456341\_a\_at  
1456377\_x\_at

1456440\_s\_at  
1456494\_a\_at  
1456733\_x\_at  
1456772\_at  
1456815\_at  
1456890\_at  
1456901\_at  
1456944\_at  
1457042\_at  
1457117\_at  
1457228\_x\_at  
1457644\_s\_at  
1457666\_s\_at  
1457753\_at  
1457967\_at  
1458053\_at  
1458299\_s\_at  
1458354\_x\_at  
1458426\_at  
1458467\_at  
1458680\_at  
1459003\_at  
1459219\_at  
1459760\_at  
1459823\_at  
1460020\_at  
1460036\_at  
1460185\_at  
1460188\_at  
1460218\_at  
1460227\_at  
1460259\_s\_at  
1460283\_at  
1460336\_at  
1460437\_at

1460603\_at

1460604\_at

1460668\_at

# Supplementary material for: Fibroblasts accelerate islet revascularization and improve long-term graft survival in a mouse model of subcutaneous islet transplantation
**Source:** PLoS One. 2017 Jul 3;12(7):e0180695. doi: 10.1371/journal.pone.0180695
**Supplement:** S2 Table

## Day 3

---

### Prob SET\_ID

1420686\_at  
1420693\_at  
1420728\_at  
1420779\_at  
1420819\_at  
1420991\_at  
1420992\_at  
1421034\_a\_at  
1421355\_at  
1421366\_at  
1421457\_a\_at  
1421589\_at  
1421691\_at  
1421698\_a\_at  
1421775\_at  
1421813\_a\_at  
1421856\_at  
1421871\_at  
1422209\_s\_at  
1422301\_at  
1422302\_s\_at  
1422498\_at  
1422542\_at  
1422588\_at  
1422639\_at  
1422743\_at  
1422744\_at  
1422755\_at  
1422771\_at  
1422783\_a\_at  
1422784\_at  
1422808\_s\_at  
1422831\_at

1419874\_x\_at  
1420161\_at  
1420249\_s\_at  
1420310\_at  
1420330\_at  
1420361\_at  
1420380\_at  
1420394\_s\_at  
1420398\_at  
1420415\_at  
1420464\_s\_at  
1420465\_s\_at  
1420498\_a\_at  
1420671\_x\_at  
1420697\_at  
1420699\_at  
1420703\_at  
1420751\_at  
1420804\_s\_at  
1420915\_at  
1420970\_at  
1421074\_at  
1421075\_s\_at  
1421106\_at  
1421171\_at  
1421172\_at  
1421186\_at  
1421187\_at  
1421188\_at  
1421228\_at  
1421326\_at  
1421408\_at  
1421492\_at

1422852\_at  
1422868\_s\_at  
1423017\_a\_at  
1423100\_at  
1423135\_at  
1423174\_a\_at  
1423175\_s\_at  
1423267\_s\_at  
1423326\_at  
1423327\_at  
1423350\_at  
1423396\_at  
1423407\_a\_at  
1423478\_at  
1423590\_at  
1423593\_a\_at  
1423606\_at  
1423607\_at  
1423635\_at  
1423693\_at  
1423753\_at  
1423860\_at  
1423909\_at  
1423915\_at  
1423996\_a\_at  
1424099\_at  
1424157\_at  
1424234\_s\_at  
1424254\_at  
1424265\_at  
1424338\_at  
1424382\_at  
1424495\_a\_at

1421525\_a\_at  
1421551\_s\_at  
1421596\_s\_at  
1421644\_at  
1421689\_at  
1421694\_a\_at  
1421792\_s\_at  
1421839\_at  
1421977\_at  
1422013\_at  
1422046\_at  
1422062\_at  
1422124\_a\_at  
1422153\_a\_at  
1422190\_at  
1422191\_at  
1422264\_s\_at  
1422317\_a\_at  
1422341\_s\_at  
1422430\_at  
1422437\_at  
1422446\_x\_at  
1422447\_at  
1422562\_at  
1422570\_at  
1422601\_at  
1422628\_at  
1422875\_at  
1422903\_at  
1422932\_a\_at  
1422953\_at  
1422973\_a\_at  
1422977\_at

1424526\_a\_at  
1424542\_at  
1424650\_at  
1424692\_at  
1424717\_at  
1424824\_at  
1424831\_at  
1424832\_at  
1424906\_at  
1425002\_at  
1425145\_at  
1425237\_at  
1425431\_at  
1425567\_a\_at  
1425575\_at  
1425603\_at  
1425801\_x\_at  
1425850\_a\_at  
1425874\_at  
1425942\_a\_at  
1425958\_at  
1425967\_a\_at  
1426010\_a\_at  
1426025\_s\_at  
1426037\_a\_at  
1426165\_a\_at  
1426180\_a\_at  
1426221\_at  
1426306\_a\_at  
1426314\_at  
1426383\_at  
1426642\_at  
1426725\_s\_at

1422978\_at  
1423140\_at  
1423141\_at  
1423155\_at  
1423182\_at  
1423294\_at  
1423321\_at  
1423547\_at  
1423555\_a\_at  
1423569\_at  
1423570\_at  
1423672\_at  
1423704\_at  
1423768\_at  
1423805\_at  
1423858\_a\_at  
1424033\_at  
1424131\_at  
1424211\_at  
1424271\_at  
1424302\_at  
1424312\_at  
1424349\_a\_at  
1424375\_s\_at  
1424443\_at  
1424524\_at  
1424552\_at  
1424556\_at  
1424659\_at  
1424683\_at  
1424713\_at  
1424727\_at  
1424737\_at

1426958\_at  
1427007\_at  
1427045\_at  
1427055\_at  
1427118\_at  
1427179\_at  
1427180\_at  
1427211\_at  
1427290\_at  
1427298\_at  
1427327\_at  
1427329\_a\_at  
1427364\_a\_at  
1427365\_at  
1427366\_at  
1427378\_at  
1427483\_at  
1427556\_at  
1427700\_x\_at  
1427719\_s\_at  
1427751\_a\_at  
1427883\_a\_at  
1428007\_at  
1428081\_at  
1428130\_at  
1428288\_at  
1428306\_at  
1428352\_at  
1428357\_at  
1428393\_at  
1428420\_a\_at  
1428444\_at  
1428485\_at

1424754\_at  
1424795\_a\_at  
1424807\_at  
1424927\_at  
1424938\_at  
1424965\_at  
1425001\_at  
1425025\_at  
1425099\_a\_at  
1425133\_s\_at  
1425214\_at  
1425225\_at  
1425282\_at  
1425303\_at  
1425407\_s\_at  
1425420\_s\_at  
1425430\_at  
1425435\_at  
1425451\_s\_at  
1425548\_a\_at  
1425598\_a\_at  
1425609\_at  
1425662\_at  
1425829\_a\_at  
1425860\_x\_at  
1425863\_a\_at  
1425872\_at  
1425894\_at  
1425896\_a\_at  
1425917\_at  
1425951\_a\_at  
1426039\_a\_at  
1426154\_s\_at

1428538\_s\_at  
1428636\_at  
1428733\_at  
1428767\_at  
1428835\_at  
1428854\_at  
1428902\_at  
1428926\_at  
1428988\_at  
1429065\_at  
1429104\_at  
1429180\_at  
1429215\_at  
1429219\_at  
1429297\_at  
1429298\_at  
1429300\_at  
1429413\_at  
1429530\_a\_at  
1429598\_at  
1429778\_at  
1429944\_at  
1429957\_at  
1430036\_at  
1430132\_at  
1430332\_a\_at  
1430357\_at  
1430460\_at  
1430509\_at  
1430604\_a\_at  
1430612\_at  
1430635\_at  
1430669\_at

1426203\_at  
1426454\_at  
1426501\_a\_at  
1426505\_at  
1426516\_a\_at  
1426536\_at  
1426604\_at  
1426806\_at  
1426971\_at  
1427041\_at  
1427056\_at  
1427072\_at  
1427076\_at  
1427102\_at  
1427200\_at  
1427256\_at  
1427301\_at  
1427321\_s\_at  
1427339\_at  
1427381\_at  
1427388\_at  
1427540\_at  
1427549\_s\_at  
1427566\_at  
1427747\_a\_at  
1427884\_at  
1427892\_at  
1427994\_at  
1428018\_a\_at  
1428083\_at  
1428129\_at  
1428289\_at  
1428294\_at

1430703\_at  
1430731\_at  
1431171\_at  
1431504\_at  
1431650\_at  
1431724\_a\_at  
1431805\_a\_at  
1431843\_a\_at  
1432001\_at  
1432129\_a\_at  
1432331\_a\_at  
1432352\_at  
1432517\_a\_at  
1432540\_at  
1432885\_at  
1433147\_at  
1433398\_at  
1433512\_at  
1433596\_at  
1433711\_s\_at  
1433719\_at  
1433877\_at  
1434013\_at  
1434061\_at  
1434067\_at  
1434068\_s\_at  
1434069\_at  
1434130\_at  
1434190\_at  
1434316\_at  
1434362\_at  
1434425\_at  
1434430\_s\_at

1428391\_at  
1428392\_at  
1428492\_at  
1428699\_at  
1428748\_at  
1428786\_at  
1428787\_at  
1428903\_at  
1429140\_at  
1429169\_at  
1429184\_at  
1429235\_at  
1429344\_at  
1429524\_at  
1429525\_s\_at  
1429570\_at  
1429637\_at  
1429679\_at  
1429693\_at  
1429775\_a\_at  
1429831\_at  
1429866\_at  
1429914\_at  
1429918\_at  
1429954\_at  
1430030\_at  
1430172\_a\_at  
1430379\_at  
1430447\_a\_at  
1430462\_at  
1430579\_at  
1430581\_at  
1430584\_s\_at

1434542\_at  
1434628\_a\_at  
1434893\_at  
1434940\_x\_at  
1435043\_at  
1435105\_at  
1435110\_at  
1435125\_at  
1435134\_at  
1435143\_at  
1435154\_at  
1435184\_at  
1435190\_at  
1435280\_at  
1435343\_at  
1435364\_at  
1435370\_a\_at  
1435373\_at  
1435382\_at  
1435383\_x\_at  
1435468\_at  
1435551\_at  
1435567\_at  
1435584\_at  
1435585\_at  
1435605\_at  
1435639\_at  
1435679\_at  
1435761\_at  
1435893\_at  
1435933\_at  
1435945\_a\_at  
1436001\_at

1430623\_s\_at  
1430655\_at  
1430700\_a\_at  
1431004\_at  
1431094\_at  
1431166\_at  
1431182\_at  
1431394\_a\_at  
1431705\_a\_at  
1433434\_at  
1433465\_a\_at  
1433466\_at  
1433617\_s\_at  
1433678\_at  
1433741\_at  
1433836\_a\_at  
1433837\_at  
1433930\_at  
1433963\_a\_at  
1434099\_at  
1434100\_x\_at  
1434110\_x\_at  
1434129\_s\_at  
1434202\_a\_at  
1434350\_at  
1434380\_at  
1434413\_at  
1434457\_at  
1434479\_at  
1434955\_at  
1434980\_at  
1435059\_at  
1435144\_at

1436074\_at  
1436119\_at  
1436160\_at  
1436193\_at  
1436236\_x\_at  
1436309\_at  
1436312\_at  
1436319\_at  
1436361\_at  
1436398\_at  
1436431\_at  
1436532\_at  
1436557\_at  
1436671\_at  
1436722\_a\_at  
1436873\_at  
1436905\_x\_at  
1436913\_at  
1436999\_at  
1437024\_at  
1437121\_at  
1437152\_at  
1437185\_s\_at  
1437234\_x\_at  
1437303\_at  
1437440\_at  
1437445\_at  
1437451\_at  
1437458\_x\_at  
1437570\_at  
1437576\_at  
1437668\_at  
1437689\_x\_at

1435263\_at  
1435264\_at  
1435315\_s\_at  
1435331\_at  
1435375\_at  
1435476\_a\_at  
1435477\_s\_at  
1435560\_at  
1435582\_at  
1435595\_at  
1435719\_at  
1435903\_at  
1436037\_at  
1436171\_at  
1436172\_at  
1436199\_at  
1436397\_at  
1436453\_at  
1436530\_at  
1436590\_at  
1436594\_at  
1436659\_at  
1436763\_a\_at  
1436778\_at  
1436779\_at  
1436838\_x\_at  
1436871\_at  
1436902\_x\_at  
1436996\_x\_at  
1437129\_at  
1437218\_at  
1437245\_at  
1437401\_at

1437718\_x\_at  
1437751\_at  
1437788\_at  
1437873\_at  
1437899\_at  
1437902\_s\_at  
1437904\_at  
1438130\_at  
1438202\_at  
1438211\_s\_at  
1438220\_at  
1438345\_at  
1438385\_s\_at  
1438405\_at  
1438483\_at  
1438531\_at  
1438566\_at  
1438608\_at  
1438639\_x\_at  
1438676\_at  
1438707\_at  
1438768\_at  
1438796\_at  
1438855\_x\_at  
1438862\_at  
1438980\_x\_at  
1438989\_s\_at  
1439015\_at  
1439016\_x\_at  
1439030\_at  
1439100\_s\_at  
1439148\_a\_at  
1439263\_at

1437514\_at  
1437811\_x\_at  
1438052\_at  
1438059\_at  
1438075\_at  
1438104\_at  
1438148\_at  
1438295\_at  
1438475\_at  
1438651\_a\_at  
1438702\_at  
1438704\_at  
1438775\_at  
1438800\_at  
1438896\_at  
1438931\_s\_at  
1439081\_at  
1439163\_at  
1439173\_at  
1439426\_x\_at  
1439622\_at  
1439774\_at  
1439814\_at  
1439902\_at  
1439912\_at  
1439948\_at  
1439956\_at  
1440007\_at  
1440037\_at  
1440169\_x\_at  
1440196\_at  
1440226\_at  
1440635\_at

1439389\_s\_at  
1439494\_at  
1439589\_at  
1439675\_at  
1439764\_s\_at  
1439793\_at  
1439806\_at  
1439836\_at  
1439947\_at  
1440010\_at  
1440123\_at  
1440150\_at  
1440225\_at  
1440250\_at  
1440311\_at  
1440441\_at  
1440840\_at  
1440985\_at  
1441020\_at  
1441056\_at  
1441094\_at  
1441111\_at  
1441307\_at  
1441516\_a\_at  
1441991\_at  
1442089\_at  
1442116\_at  
1442118\_at  
1442169\_at  
1442257\_at  
1442339\_at  
1442425\_at  
1442804\_at

1440719\_at  
1440721\_at  
1440852\_at  
1441083\_at  
1441189\_at  
1441376\_at  
1441445\_at  
1442018\_at  
1442025\_a\_at  
1442026\_at  
1442082\_at  
1442393\_at  
1442461\_at  
1443116\_at  
1443128\_at  
1443235\_at  
1443745\_s\_at  
1443858\_at  
1443894\_at  
1443949\_at  
1444195\_at  
1444226\_at  
1444376\_at  
1444456\_at  
1444546\_at  
1445104\_at  
1445381\_at  
1445518\_at  
1445882\_at  
1446001\_at  
1446269\_at  
1446609\_at  
1446684\_at

1442977\_at  
1443043\_at  
1443323\_at  
1443558\_s\_at  
1443591\_at  
1443771\_x\_at  
1443960\_at  
1443983\_at  
1444061\_at  
1444289\_at  
1444447\_at  
1444493\_at  
1444559\_at  
1445687\_at  
1446326\_at  
1447116\_at  
1447284\_at  
1447670\_at  
1447713\_at  
1447830\_s\_at  
1447852\_x\_at  
1447927\_at  
1448201\_at  
1448250\_at  
1448276\_at  
1448291\_at  
1448326\_a\_at  
1448377\_at  
1448407\_at  
1448449\_at  
1448457\_at  
1448470\_at  
1448484\_at

1446693\_at  
1447181\_s\_at  
1447213\_at  
1447329\_at  
1447517\_at  
1447527\_at  
1447584\_s\_at  
1447621\_s\_at  
1448025\_at  
1448061\_at  
1448124\_at  
1448160\_at  
1448162\_at  
1448163\_at  
1448181\_at  
1448183\_a\_at  
1448239\_at  
1448259\_at  
1448301\_s\_at  
1448316\_at  
1448325\_at  
1448534\_at  
1448550\_at  
1448561\_at  
1448575\_at  
1448591\_at  
1448594\_at  
1448617\_at  
1448620\_at  
1448700\_at  
1448710\_at  
1448731\_at  
1448732\_at

1448485\_at  
1448507\_at  
1448593\_at  
1448601\_s\_at  
1448605\_at  
1448636\_at  
1448648\_at  
1448742\_at  
1448756\_at  
1448816\_at  
1448872\_at  
1448877\_at  
1448881\_at  
1448932\_at  
1449036\_at  
1449091\_at  
1449169\_at  
1449227\_at  
1449305\_at  
1449356\_at  
1449366\_at  
1449378\_at  
1449387\_at  
1449401\_at  
1449451\_at  
1449456\_a\_at  
1449559\_at  
1449560\_at  
1449591\_at  
1449632\_s\_at  
1449755\_at  
1449851\_at  
1449856\_at

1448747\_at  
1448748\_at  
1448749\_at  
1448797\_at  
1448823\_at  
1448883\_at  
1448894\_at  
1448898\_at  
1448901\_at  
1448929\_at  
1448943\_at  
1448944\_at  
1448995\_at  
1449009\_at  
1449049\_at  
1449124\_at  
1449127\_at  
1449135\_at  
1449153\_at  
1449164\_at  
1449175\_at  
1449193\_at  
1449254\_at  
1449282\_at  
1449310\_at  
1449360\_at  
1449399\_a\_at  
1449453\_at  
1449454\_at  
1449455\_at  
1449461\_at  
1449858\_at  
1449874\_at

1449859\_at  
1449865\_at  
1449873\_at  
1449901\_a\_at  
1449919\_at  
1449963\_at  
1449986\_at  
1449996\_a\_at  
1449997\_at  
1450014\_at  
1450105\_at  
1450136\_at  
1450162\_at  
1450165\_at  
1450214\_at  
1450259\_a\_at  
1450322\_s\_at  
1450377\_at  
1450392\_at  
1450449\_a\_at  
1450468\_at  
1450475\_at  
1450508\_at  
1450536\_s\_at  
1450618\_a\_at  
1450629\_at  
1450645\_at  
1450734\_at  
1450757\_at  
1450774\_at  
1450779\_at  
1450808\_at  
1450919\_at

1449945\_at  
1449976\_a\_at  
1449981\_a\_at  
1449984\_at  
1450034\_at  
1450047\_at  
1450065\_at  
1450135\_at  
1450199\_a\_at  
1450234\_at  
1450241\_a\_at  
1450291\_s\_at  
1450297\_at  
1450379\_at  
1450430\_at  
1450505\_a\_at  
1450616\_at  
1450625\_at  
1450639\_at  
1450641\_at  
1450678\_at  
1450792\_at  
1450826\_a\_at  
1450843\_a\_at  
1450871\_a\_at  
1450872\_s\_at  
1450967\_at  
1451156\_s\_at  
1451161\_a\_at  
1451174\_at  
1451318\_a\_at  
1451335\_at  
1451353\_at

1450939\_at  
1450958\_at  
1451097\_at  
1451203\_at  
1451289\_at  
1451362\_at  
1451374\_x\_at  
1451415\_at  
1451537\_at  
1451563\_at  
1451774\_at  
1451775\_s\_at  
1451798\_at  
1451978\_at  
1452093\_at  
1452163\_at  
1452277\_at  
1452352\_at  
1452410\_a\_at  
1452433\_at  
1452483\_a\_at  
1452487\_x\_at  
1452504\_s\_at  
1452521\_a\_at  
1452595\_at  
1452803\_at  
1452857\_at  
1452861\_at  
1452881\_at  
1452913\_at  
1452957\_at  
1453009\_at  
1453247\_at

1451382\_at  
1451478\_at  
1451567\_a\_at  
1451648\_a\_at  
1451655\_at  
1451716\_at  
1451755\_a\_at  
1451762\_a\_at  
1451767\_at  
1451777\_at  
1451859\_at  
1451860\_a\_at  
1451886\_at  
1451941\_a\_at  
1451956\_a\_at  
1452014\_a\_at  
1452016\_at  
1452087\_at  
1452117\_a\_at  
1452126\_at  
1452191\_at  
1452203\_at  
1452261\_at  
1452279\_at  
1452345\_at  
1452348\_s\_at  
1452349\_x\_at  
1452382\_at  
1452436\_at  
1452527\_a\_at  
1452707\_at  
1452719\_at  
1452948\_at

1453344\_at  
1453355\_at  
1453410\_at  
1453523\_at  
1453775\_at  
1453898\_at  
1454242\_at  
1454713\_s\_at  
1454734\_at  
1454764\_s\_at  
1454806\_at  
1454830\_at  
1455007\_s\_at  
1455030\_at  
1455094\_s\_at  
1455136\_at  
1455160\_at  
1455161\_at  
1455220\_at  
1455226\_at  
1455267\_at  
1455271\_at  
1455396\_at  
1455419\_at  
1455426\_at  
1455455\_at  
1455573\_at  
1455627\_at  
1455737\_at  
1455899\_x\_at  
1456046\_at  
1456047\_at  
1456064\_at

1452968\_at  
1453196\_a\_at  
1453287\_at  
1453332\_at  
1453455\_at  
1453503\_at  
1453591\_at  
1453628\_s\_at  
1454018\_at  
1454169\_a\_at  
1454240\_at  
1454268\_a\_at  
1454613\_at  
1454699\_at  
1454768\_at  
1454849\_x\_at  
1454867\_at  
1454878\_at  
1455050\_at  
1455058\_at  
1455065\_x\_at  
1455096\_at  
1455269\_a\_at  
1455332\_x\_at  
1455377\_at  
1455418\_at  
1455439\_a\_at  
1455473\_at  
1455660\_at  
1455860\_at  
1456014\_s\_at  
1456307\_s\_at  
1456331\_at

1456147\_at  
1456212\_x\_at  
1456389\_at  
1456395\_at  
1456404\_at  
1456440\_s\_at  
1456706\_at  
1456739\_x\_at  
1456815\_at  
1456893\_at  
1456901\_at  
1456929\_at  
1456944\_at  
1456968\_at  
1457231\_at  
1457266\_at  
1457586\_at  
1457644\_s\_at  
1457721\_at  
1457881\_at  
1457967\_at  
1458354\_x\_at  
1458660\_at  
1458680\_at  
1458781\_at  
1458919\_at  
1459170\_at  
1459238\_at  
1459557\_at  
1459622\_at  
1460014\_at  
1460185\_at  
1460202\_at

1456341\_a\_at  
1456344\_at  
1456377\_x\_at  
1456442\_at  
1456733\_x\_at  
1456772\_at  
1457042\_at  
1457117\_at  
1457228\_x\_at  
1457243\_at  
1457666\_s\_at  
1457753\_at  
1457779\_at  
1458299\_s\_at  
1458382\_a\_at  
1458467\_at  
1459202\_at  
1459219\_at  
1459760\_at  
1459823\_at  
1460020\_at  
1460036\_at  
1460188\_at  
1460197\_a\_at  
1460208\_at  
1460218\_at  
1460227\_at  
1460283\_at  
1460336\_at  
1460377\_a\_at  
1460419\_a\_at  
1460437\_at  
1460603\_at

1460220\_a\_at

1460253\_at

1460259\_s\_at

1460273\_a\_at

1460281\_at

1460302\_at

1460347\_at

1460600\_at

1460604\_at

AFFX-b-ActinMur/M12481\_M\_at

# Supplementary material for: Fibroblasts accelerate islet revascularization and improve long-term graft survival in a mouse model of subcutaneous islet transplantation
**Source:** PLoS One. 2017 Jul 3;12(7):e0180695. doi: 10.1371/journal.pone.0180695
**Supplement:** S3 Table

## Day 7

---

### Prob SET\_ID

1438855\_x\_at  
1438868\_at  
1438900\_at  
1439080\_at  
1439081\_at  
1439221\_s\_at  
1439316\_at  
1439638\_at  
1439819\_at  
1439831\_at  
1440007\_at  
1440085\_at  
1440092\_at  
1440225\_at  
1440250\_at  
1440903\_at  
1440990\_at  
1441231\_at  
1441233\_at  
1441346\_at  
1441410\_at  
1441956\_s\_at  
1442044\_at  
1442535\_at  
1442804\_at  
1443109\_at  
1443167\_at  
1443621\_at  
1443698\_at  
1443960\_at  
1444180\_at  
1444447\_at  
1444599\_at

1438989\_s\_at  
1439016\_x\_at  
1439100\_s\_at  
1439163\_at  
1439380\_x\_at  
1439389\_s\_at  
1439556\_at  
1439665\_at  
1439793\_at  
1440226\_at  
1440355\_at  
1440852\_at  
1440866\_at  
1441108\_at  
1441307\_at  
1441779\_at  
1441793\_at  
1441799\_at  
1442089\_at  
1442461\_at  
1443128\_at  
1443323\_at  
1443558\_s\_at  
1443745\_s\_at  
1444061\_at  
1444494\_at  
1445391\_at  
1446048\_at  
1446190\_at  
1447669\_s\_at  
1448424\_at  
1448457\_at  
1448475\_at

1424099\_at  
1424131\_at  
1424211\_at  
1424234\_s\_at  
1424271\_at  
1424302\_at  
1424312\_at  
1424375\_s\_at  
1424382\_at  
1424394\_at  
1424443\_at  
1424524\_at  
1424552\_at  
1424556\_at  
1424650\_at  
1424683\_at  
1424713\_at  
1424727\_at  
1424737\_at  
1424754\_at  
1424775\_at  
1424795\_a\_at  
1424807\_at  
1424923\_at  
1424927\_at  
1424965\_at  
1425001\_at  
1425025\_at  
1425099\_a\_at  
1425133\_s\_at  
1425214\_at  
1425237\_at  
1425282\_at

1444787\_at  
1444790\_at  
1445225\_at  
1446167\_at  
1446504\_at  
1446684\_at  
1446802\_at  
1446921\_at  
1447116\_at  
1447211\_at  
1447551\_x\_at  
1447706\_at  
1448021\_at  
1448169\_at  
1448239\_at  
1448250\_at  
1448380\_at  
1448433\_a\_at  
1448436\_a\_at  
1448452\_at  
1448470\_at  
1448534\_at  
1448561\_at  
1448601\_s\_at  
1448632\_at  
1448883\_at  
1448952\_at  
1448995\_at  
1449025\_at  
1449065\_at  
1449193\_at  
1449195\_s\_at  
1449227\_at

1448648\_at  
1449154\_at  
1449378\_at  
1449387\_at  
1449396\_at  
1449451\_at  
1449531\_at  
1449556\_at  
1449859\_at  
1449986\_at  
1450085\_at  
1450170\_x\_at  
1450379\_at  
1450618\_a\_at  
1450663\_at  
1450734\_at  
1450774\_at  
1451047\_at  
1451342\_at  
1451344\_at  
1451415\_at  
1451446\_at  
1451475\_at  
1451513\_x\_at  
1451774\_at  
1452114\_s\_at  
1452183\_a\_at  
1452261\_at  
1452595\_at  
1452670\_at  
1452719\_at  
1452957\_at  
1454240\_at

1425303\_at  
1425420\_s\_at  
1425430\_at  
1425519\_a\_at  
1425548\_a\_at  
1425575\_at  
1425598\_a\_at  
1425662\_at  
1425860\_x\_at  
1425872\_at  
1425894\_at  
1425896\_a\_at  
1425905\_at  
1425917\_at  
1425951\_a\_at  
1426203\_at  
1426306\_a\_at  
1426413\_at  
1426454\_at  
1426505\_at  
1426516\_a\_at  
1426604\_at  
1426642\_at  
1426725\_s\_at  
1426806\_at  
1426865\_a\_at  
1426947\_x\_at  
1426971\_at  
1427041\_at  
1427076\_at  
1427102\_at  
1427168\_a\_at  
1427200\_at

1452298\_a\_at  
1452345\_at  
1452348\_s\_at  
1452415\_at  
1452440\_at  
1452500\_at  
1452606\_at  
1453012\_at  
1453119\_at  
1453214\_at  
1453251\_at  
1453571\_at  
1453628\_s\_at  
1454018\_at  
1454646\_at  
1454849\_x\_at  
1454863\_at  
1454867\_at  
1455007\_s\_at  
1455094\_s\_at  
1455136\_at  
1455165\_at  
1455171\_at  
1455351\_at  
1455500\_at  
1455785\_at  
1456014\_s\_at  
1456103\_at  
1456156\_at  
1456211\_at  
1456347\_at  
1456395\_at  
1456659\_at

1429235\_at  
1429297\_at  
1429298\_at  
1429379\_at  
1429413\_at  
1429524\_at  
1429525\_s\_at  
1429570\_at  
1429637\_at  
1429679\_at  
1429775\_a\_at  
1429831\_at  
1429914\_at  
1429918\_at  
1429944\_at  
1429954\_at  
1430126\_at  
1430295\_at  
1430447\_a\_at  
1430460\_at  
1430579\_at  
1430581\_at  
1430584\_s\_at  
1430585\_at  
1430635\_at  
1430700\_a\_at  
1431004\_at  
1431166\_at  
1431171\_at  
1431856\_a\_at  
1432331\_a\_at  
1432352\_at  
1433434\_at

How the deposited data were processed for this re-analysis (not part of the article)

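Gene expression was measured on 10 Affymetrix mouse genome arrays, 1 each for the non-transplanted Control and Diabetic groups and for PSI and PSI-F grafts of days 1, 3, 7 and 10. The values are the authors' deposited log2 expression levels per probe set, made with RMA (background correction, quantile normalization over probes and a summary per probe set), for which the submitters' processing notes name R 2.15.0 and affy 1.36.0. Whether an array holds RNA of 1 mouse or of several is not given in the sources used here. Medians of the arrays lay between 2.82 and 2.94, and values near or below them are close to the background of the array, so differences there are less reliable.

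Of 45101 probe sets, 34945 carry 1 gene symbol, 932 several and 9211 none. Of the 64 control probe sets, 51 are among those with none and 13 are listed with a gene and counted in no class. Control probe sets were left out of the main counts and of all tests, and no gene was named from a probe set with several symbols. For each of 18193 genes the probe set with the highest mean level was used. The arrays carry mouse probes, so rat islet transcripts are seen only where they bind these probes. Histology, blood glucose and the other experiments of the paper were not analysed here.

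A probe set was counted as different at 4-fold or more, the threshold of the paper, between PSI-F and PSI of the same day and between each graft and Diabetic. A probe set was specific when it passed in 1 kind of graft and common when it passed in both in the same direction. Of 726 members of 39 gene lists, 668 were matched, and 38 lists were tested while the last holds the genes the paper names. List medians were placed among 10000 random lists of the same size drawn from 20 bins of mean expression. Genes of a list vary together, so a high or low percentile is not a p-value.

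Differences over several arrays were tested with limma 3.58.1 in R 4.3.3 on 45037 probe sets: PSI-F minus PSI with the day as a block, days 7 and 10 minus days 1 and 3 in the 8 grafts, and the 8 grafts minus the 2 biopsies. An adjusted p (Benjamini-Hochberg) under 0.05 counted as a call. Gene lists were tested with camera, at a preset correlation of 0.01 and with the estimated one, and with fry. Days were treated as replicates in these tests, which leaves changes with time in the spread. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

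The procedures were tested on simulated data. With 200 changed probe sets, 50 for each size, the test of PSI-F minus PSI recovered 32 at a log2 change of 1 and 48 at 2, with 6 false calls. The test of late minus early grafts recovered 39 and 49, with 16 false calls, and that of grafts minus biopsies 29 and 42, with 15 false calls. Lists of 20 genes with no shift lay above the 97.5th percentile in 1 of 100 cases.

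The comparisons, the lists, the thresholds, the rule for named genes and most alternatives were set before the data were examined. The rule took every gene the paper names, the 10 largest differences in each direction for each day and each limma comparison, and up to 4 members with the largest difference of each list described. Other list members whose values are given, such as Foxn1, Fn1, Ifit1, Mx1, Krt34, Cxcl2, Timp1 and H2-Ab1, were picked as examples after their values were seen. The alternatives were a 2-fold threshold, a filter on dim probe sets, 1 probe set per gene, cyclic loess normalization (3 iterations) on top of the deposited values, control probe sets included, higher than Diabetic only, the Control array as baseline, an intensity trend in limma, other blocks, leaving out each array or day, and the mean of all probe sets of a gene. Chosen after the data were seen were counts without hair keratin genes, days 7 and 10 (set apart by their spike-in controls) as a block, grafts of days 1 and 3 alone against the biopsies, PSI-F against Control with PSI against Diabetic, and control probe sets in the comparison with Diabetic.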

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

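Of the tests in this part, those on the level of the hair follicle list, the interferon response against the timing, the amount of skin, the phase of hair growth, wounded keratinocytes, the labelling batch and the splits that keep days whole, and the restriction of the islet and acinar tests to genes seen in the grafts, were chosen after the result was seen.

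The median difference of the hair follicle list between PSI-F and PSI was -2.44 on day 1, -5.87 on day 3, 1.06 on day 7 and 0.22 on day 10, so its direction turned between days, which was not tested as a difference since each day has 1 array per graft. Poor RNA is argued against, as the difference of the day 3 arrays in 3' minus 5' signal was at most 0.629 of the range over the other 8 arrays, and so is a smaller amount of skin in the PSI-F sample, as the epidermis list had a median of 0.12. Noise of dim probe sets is argued against for the hair follicle list, as it had a level of 8.83 in PSI (array median 2.92) and all 15 genes were at least 2-fold lower in PSI-F, but stays open for the other probe sets, since 99.4% of all those past 4-fold being above the array median in the brighter array follows almost from the 4-fold gap itself. The phase of hair growth stays open, as the level of the hair follicle list ranged over 4.10 among the 4 PSI arrays alone, and cannot be told apart from an effect of the fibroblasts with 1 graft per day. The recipients were nude mice, whose hair growth was not examined here. A PSI-F graft nearer to the state of day 1 is a candidate explanation for part of the genes. Across all genes, the day 3 difference correlated with day 1 minus days 7 and 10 (r = 0.385, Spearman 0.118, and r = 0.261 without hair keratin genes). Among the 132 genes 4-fold apart on day 3, r was 0.781 (Spearman 0.812), and 116 had the same sign. Without hair keratin genes, r was 0.702 (Spearman 0.707), and 69 of 85 had the same sign. However, early and late arrays also differ in hair genes and spike-in controls. The PSI array of day 1 was at least 4-fold apart in 150 probe sets from PSI-F and in 146 from PSI of day 3 (the PSI-F array of day 1 in 179 and 215). This explanation is argued against for the interferon response list, which was lower in PSI-F (-0.96) but higher on day 1 than on days 7 and 10 (1.80).

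Reg1 and Reg3g were past 4-fold between PSI-F and PSI on day 3 and not on the other days. More islet tissue in the PSI-F sample is argued against, since the 6 islet genes that were 2-fold higher in the day 1 grafts than in both biopsies had a median difference of -0.18. Of these, Ins2, Sst and Iapp lay above the array medians on day 3 and differed by -0.28, -0.68 and -0.19. Ppy, Neurod1 and Scg5 lay below the array medians and add little. The whole islet list had a median of -0.08 at levels of 1.74 and 1.60, also below the array medians, and decides nothing. Exocrine tissue carried with the islets stays open: the acinar list had a median of -0.042, but none of its genes was on average 2-fold higher in the day 1 grafts than in both biopsies, and its median levels of 2.04 and 1.96 lay below array medians of 2.92 and 2.89, so the test decides nothing. Of its 22 genes, Cela1 alone was PSI-F specific on day 3 (3.01 in Diabetic, 4.35 in PSI and 5.14 in PSI-F). Wounded keratinocytes may be a source, with a median of 0.46 over 13 genes of which 2 were at least 2-fold higher, a list that leaves out Krt6b, Sprr1b and Krt16 (4.69, 3.61 and 3.46) because their values had been seen, and a value that neither meets nor excludes what this explanation predicts.

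Spike-in controls showed a signal outside the genes the paper discusses: a 5' probe set of dap was higher by 2.55 on the arrays of days 7 and 10 (mean 6.79) than on those of days 0, 1 and 3 (mean 4.24), and 12 of 24 such probe sets did not overlap between these arrays. Late minus early grafts gave 407 calls, against at most 21 in the other splits of the 8 arrays (1 of 35 splits as large, the real one). Splits that keep both arrays of a day together number 3, too few for a share under 0.05, with 0 calls as the highest of the others. Without 1 array the count was 31 (PSI day 1), 81 (PSI-F day 1), 523 (PSI day 3), 90 (PSI-F day 3), 77 (PSI day 7), 269 (PSI-F day 7), 51 (PSI day 10) and 68 (PSI-F day 10). A labelling batch and the time after transplantation cannot be told apart in this comparison, because no day lies in both sets of arrays.

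The neutrophil list differed between PSI-F and PSI by 1.29 on day 3, 0.24 on day 7 and -0.59 on day 10, a turn of direction that was not tested. The interferon response list differed by 0.66, -0.96, 1.08 and 0.46 on days 1, 3, 7 and 10, also not tested between days. The paper compares each kind of graft with Diabetic, and reports no comparison of all grafts together with both non-transplanted biopsies. In that comparison, the median was 2.03 for monocytes and macrophages, 2.22 for chemokines and 1.44 for fibroblasts and matrix. It was 1.07 for matrix remodelling, 1.43 for leukocyte migration and 1.20 for complement and acute phase. The interferon response and hair follicle lists had medians of 2.04 and -2.35 in this comparison. Each of these lists had an adjusted p under 0.05 with camera at the preset correlation, and none with an estimated correlation, where it was 0.186 for macrophages, chemokines and leukocyte migration, 0.363 for fibroblasts and matrix and for complement, 0.245 for matrix remodelling, 0.442 for the interferon response and 0.591 for the hair follicle.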

How the results depend on the processing

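Among the tests in this part, counts without hair keratin genes, days 7 and 10 as a block, grafts of days 1 and 3 alone, PSI-F against Control with PSI against Diabetic, and control probe sets in the comparison with Diabetic were chosen after the data were seen. The filter on dim probe sets, cyclic loess and the intensity trend kept every count within 1.5 times its main value. Of the pairings of a list or gene value with an alternative, 318 moved by less than 0.5, although some of these values lie near 0 and changed sign. With the mean of all probe sets of a gene, the hair follicle median of day 1 moved to -1.51. The heat shock and ER stress median of day 1 turned from 0.044 to -0.058 with this mean, a move that was also below 0.5. Several small medians moved by over 1.5 times with this mean or with cyclic loess. At 2-fold, 384, 841, 619 and 250 probe sets were apart between PSI-F and PSI on days 1, 3, 7 and 10, by construction more. Without hair keratin genes day 1 had 29, and with 1 probe set per gene day 10 had 21. Against Diabetic, 1 probe set per gene gave 149, 409, 172 and 68 PSI-F specific, 57, 63, 176 and 94 PSI specific, and 451, 360, 371 and 210 common genes, fewer units being counted. Higher than Diabetic only gave 124, 373, 165 and 75 PSI-F specific probe sets, 187 PSI specific ones on day 7 and 285 common ones on day 10. With Control as the baseline, 374 were common on day 3, and on day 10 there were 58 PSI-F specific, 89 PSI specific and 82 common; the cause was not tested. PSI-F against Control with PSI against Diabetic gave 586 (day 7) and 63 (day 10) PSI-F specific, 471, 446, 597 and 540 PSI specific, and 431, 326, 358 and 71 common probe sets, the 2 biopsies themselves being 538 apart. The test of PSI-F minus PSI gave 0 calls, and 0 to 2 without 1 day (2 without day 1). Late minus early grafts gave 189 calls with graft type as a block and 31 to 523 without 1 array (31 without PSI day 1, 81 without PSI-F day 1, 90 without PSI-F day 3, 77 without PSI day 7, 269 without PSI-F day 7, 51 without PSI day 10, 68 without PSI-F day 10). Grafts minus biopsies gave 1626 with days 7 and 10 as a block and 15 (without Diabetic) to 4371 (without Control) without 1 array, with 642, 536 and 569 without the PSI arrays of days 1, 3 and 7. Where a biopsy is left out, the other is assumed to vary like the grafts. The causes of these moves of the calls were not tested. With 1 array per condition, differences within a day have no spread, and signal near background limits islet, acinar, Reg and Fgf genes.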

Differences from the paper's values

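No count or fold that the paper states for the arrays was more than 1.5 times from the value computed here. The paper's text gives 665 common probe sets on day 3, where 656 were found here and in the copy of S2 Table. The paper describes an increase of Bcl2 with fibroblasts below the 4-fold threshold. Of 5 probe sets of Bcl2, the brightest differed by -0.34, -0.15, -0.50 and 0.17 on days 1, 3, 7 and 10 and another by -0.83 on day 7, while 1 was higher on all days (0.46, 0.11, 0.03 and 0.28). For Fgf4 and Fgf12, also described as increased, levels reached at most 3.07 and 1.82, and probe sets went both ways, by -0.28 to 0.56 and -0.15 to 0.78. Pdgfb was higher on day 1 in both probe sets (0.23 and 0.20), went both ways on days 3 (-0.30 and 0.29) and 7 (0.12 and -0.31), and was lower on day 10 in both (-0.10 and -0.24). The paper finds pathways of blood vessels and hypoxia on day 3 and of cell death on day 7 among the PSI-F specific genes. In the lists fixed here, which are not the annotation used by the paper, 2 of 30 vessel development genes (percentile 85.3), 1 of 23 hypoxia genes (percentile 69.7) and, on day 7, 0 of 18 pro-apoptotic and 0 of 9 anti-apoptotic genes were PSI-F specific. These counts use 1 probe set per gene. Another probe set of Hif1a, a vessel development gene, passed in PSI-F only on day 3. Of 13 oxidative stress genes, 2 were PSI-F specific on day 7 (percentile 99.6), in opposite directions, with Hmox1 higher and Mt1 lower than Diabetic.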

Other observations

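Among the tests in this part, the fits with days 7 and 10 as a block and with grafts of days 1 and 3 alone were chosen after the result was seen.

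Part of the genes of macrophages and of leukocyte migration rose in the grafts over the non-transplanted biopsies. Of 22 monocyte and macrophage genes 10 rose and none fell (18 when adjusted over the list alone), such as Ms4a7 by 3.79 (SE 0.44, adjusted p = 0.00453), Aif1 by 3.89 (adjusted p = 0.00392) and C3ar1 by 4.09 (adjusted p = 0.0161), all higher in 8 of 8 grafts. The list had an adjusted p of 5e-17 with camera at the preset correlation, adjusted p = 0.186 with an estimated correlation, and 0.0045 with fry. Of 26 leukocyte migration genes 11 rose, with the same camera and fry values. Among 26 chemokine genes 3 rose (16 over the list alone), among them Ccl12 by 4.40 (adjusted p = 0.0302), with adjusted p = 0.186 with an estimated correlation and 0.0122 with fry. Of 23 endothelial genes 3 rose, Eng, Egfl7 and Sox18 (15 over the list alone, adjusted p = 0.363 with an estimated correlation, 0.0622 with fry). Ins2 rose by 6.80 (SE 0.66, adjusted p = 0.00202), and Spink12 fell by 2.82 and the growth factor gene Ereg by 1.95 (adjusted p = 0.0138 and 0.0117). In all, 671 probe sets rose and 304 fell. This count of 975 was 15 without Diabetic, 4371 without Control, and 642, 536 and 569 without the PSI arrays of days 1, 3 and 7. It was 1626 with days 7 and 10, set apart by their spike-in controls, as a block and 886 with the grafts of days 1 and 3 alone.

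Between days 1 and 3 and days 7 and 10, single genes of inflammation fell and single genes of antigen presentation rose. Chil3 fell by 5.52 (SE 0.71, adjusted p = 0.0172), Saa1 by 3.72 (adjusted p = 0.00779) and Itgam, an integrin of myeloid cells, by 2.83 (adjusted p = 0.00882). Of 19 neutrophil genes 4 fell (10 over the list alone, adjusted p = 0.385 with an estimated correlation and 0.0849 with fry), and of 22 inflammatory cytokine genes none (6 over the list alone, median -0.18). Of 15 antigen presentation genes 4 rose, among them H2-Aa by 1.22 (adjusted p = 0.041) and Itgax by 1.17 (adjusted p = 0.0103), with adjusted p = 0.385 with an estimated correlation and 0.0413 with fry. Of 8 genes of complement and acute phase 2 fell (0.181 with an estimated correlation, 0.00865 with fry). The matrix-related genes Pamr1 and C1qtnf3 rose by 2.11 and 3.12 (adjusted p = 0.00626 and 0.041). In all 63 probe sets rose and 344 fell, 407 together against 189 with graft type as a block; the difference of 2.55 in spike-in controls crosses this comparison. This count of 407 was 31 without PSI day 1, 81 without PSI-F day 1, 90 without PSI-F day 3, 77 without PSI day 7, 269 without PSI-F day 7, 51 without PSI day 10 and 68 without PSI-F day 10.

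The test of PSI-F minus PSI over the 4 days gave 0 calls with limma (2749 at an unadjusted p under 0.05, and 2 calls without day 1). The day-wise splits number 8, too few for a share under 0.05, with 2 calls as the highest of the others. Cell cycle genes had a median of -0.36, with an adjusted p of 4.61e-07 with camera at the preset correlation and adjusted p = 0.802 with an estimated correlation.

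Some genes differed strongly between single arrays. Xaf1 had levels of 3.35 and 8.00 in PSI and PSI-F on day 1, 6.40 and 5.54 on day 3, 6.43 and 3.85 on day 7, and 6.81 and 2.59 on day 10. Idi2 had 1.22 and 7.54 on day 7 and 8.10 and 1.74 on day 10. Trim12c had 1.52 and 4.40 on day 1, and Taf15 4.20 and 1.27.

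Other lists had these median differences between PSI-F and PSI on days 1, 3, 7 and 10: pericytes and smooth muscle -0.06, 0.24, 0.05 and -0.02, pancreatic duct cells 0.04, -0.08, 0.24 and 0.11, B and plasma cells 0.16, 0.13, 0.18 and 0.13, peripheral nerve 0.01, 0.27, -0.09 and 0.18, insulin signaling -0.04, -0.01, -0.31 and 0.04, and sex-linked genes -0.22, 0.13, -0.23 and -0.14. For complement and acute phase they were 0.19, 0.13, 0.27 and -0.29, for antigen presentation 0.36, -0.36, 0.05 and 0.05, and for oxidative stress -0.13, 0.36, -0.04 and -0.05. Heat shock and ER stress had 0.04, 0.03, 0.00 and 0.01, and anti-apoptotic genes 0.02, 0.09, -0.27 and -0.02. On days 1, 7 and 10, leukocyte migration had 0.11, 0.09 and -0.13, skeletal muscle 0.02, -0.11 and 0.01, alternatively activated macrophages 0.22, 0.30 and 0.02, epidermis -0.12, -0.07 and -0.04, and the Reg family 0.22, 0.10 and -0.04. Cell cycle genes had 0.11, -0.39 and -0.07 on days 3, 7 and 10. On days 1 and 7, inflammatory cytokines had 0.16 and 0.15, immediate early genes 0.02 and -0.34 and matrix remodelling 0.08 and -0.16. Mast cells had -0.33 and 0.50 on days 7 and 10, erythroid cells and platelets 0.12 and 0.20 on days 3 and 10, and muscle regeneration -0.02 and 0.09 on days 1 and 10. On day 1, neutrophils had -0.04 and chemokines 0.32. Pancreatic acinar cells had 0.29, -0.04, 0.27 and 0.05, at levels below the array median.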
